# The GTPase domain of gamma-tubulin is required for normal mitochondrial function and spatial organization

**DOI:** 10.1038/s42003-018-0037-3

**Published:** 2018-05-03

**Authors:** Lisa Lindström, Tongbin Li, Darina Malycheva, Arun Kancharla, Helén Nilsson, Neelanjan Vishnu, Hindrik Mulder, Martin Johansson, Catalina Ana Rosselló, Maria Alvarado-Kristensson

## Abstract

In the cell, γ-tubulin establishes a cellular network of threads named the γ-string meshwork. However, the functions of this meshwork remain to be determined. We investigated the traits of the meshwork and show that γ-strings have the ability to connect the cytoplasm and the mitochondrial DNA together. We also show that γ-tubulin has a role in the maintenance of the mitochondrial network and functions as reduced levels of γ-tubulin or impairment of its GTPase domain disrupts the mitochondrial network and alters both their respiratory capacity and the expression of mitochondrial-related genes. By contrast, reduced mitochondrial number or increased protein levels of γ-tubulin DNA-binding domain enhanced the association of γ-tubulin with mitochondria. Our results demonstrate that γ-tubulin is an important mitochondrial structural component that maintains the mitochondrial network, providing mitochondria with a cellular infrastructure. We propose that γ-tubulin provides a cytoskeletal element that gives form to the mitochondrial network.

## Abstract (web summary)

Lisa Lindström et al. find that the gamma-tubulin cellular network is required to maintain mitochondrial function and organization in the cell. Knockdown of gamma-tubulin or loss of its GTPase domain disrupts the mitochondrial network and alters respiratory capacity and expression of mitochondrial genes.

## Introduction

Cellular compartmentalization is a hallmark of eukaryotic cells and transport between compartments is required to maintain cellular homeostasis and energy production^1^. This cellular organization is based on the interaction between actin filaments, microtubules and intermediate filaments with cellular organelles, such as mitochondria^1^. Both actin filaments and microtubules can dynamically assemble and disassemble polar filaments that contribute to cell polarity and cell division, whereas intermediate filaments form non-polar structures that are disassembled during mitosis^2^.

An important regulator of microtubule dynamics during cell division is the protein γ-tubulin^3, 4^. We and others have recently reported that γ-tubulin forms a cellular meshwork of γ-strings^5–7^ and γ-tubules^8^. While γ-tubules are polar cytosolic filaments within the γ-string meshwork, γ-strings are detected in both the cytoplasm and the nucleus and are formed of non-polar protein threads that cross the double membrane of the nuclear envelope. The γ-string meshwork forms a boundary around chromatin, which coordinates cytosolic and nuclear events during mitosis by assuring that a nuclear envelope forms around daughter chromosomes^5^. Furthermore, the γ-string meshwork formed by the C-terminal DNA-binding region of γ-tubulin forms a cytosolic network as well^9^. These observations together suggest that the γ-tubulin meshwork may be a dynamic network that contributes to cellular homeostasis.

In the present study, we characterize the dynamics of the γ-tubulin meshwork and its implication in cellular homeostasis. We show that γ-strings are a mitochondrial structural component that associates with both mitochondrial DNA and membranes. In addition, we demonstrate that the GTPase domain of γ-tubulin facilitates the organization of a mitochondria-associated γ-string meshwork and that γ-tubulin depletion disrupts the meshwork. Our findings highlight an essential role for γ-tubulin in mitochondrial structure and ultimately mitochondrial function.

## Results

### C-terminal γ-tubulin^336–451^ associates with mitochondria

We found that in close vicinity to the nuclear envelope, endogenous γ-tubulin formed a network of strings, γ-strings, which grew from the nuclear compartment and towards the plasma membrane (Fig. 1a). The immunofluorescence staining of γ-strings was abolished following gene editing, using a single-guide (sg)RNA targeting the γ-tubulin genes, *TUBG1* and *TUBG2* (*γTubulin* hereafter, unless a specific isoform is referenced) , demonstrating that γ-strings consist of γ-tubulin (Fig. 1b). Notably, we found that sgRNA-induced reduction of γ-tubulin was cytotoxic when γ-tubulin protein levels dropped below 50% (Fig. 1c). After *γTubulin* sgRNA transfection, cells divided during the subsequent three to four days. Thereafter, cells remained in interphase for several days before dying (Fig. 1d). Immunofluorescence staining of *γTubulin* sgRNA expressing cells with an anti-cytochrome c antibody and a chromatin dye, showed the reduction of γ-tubulin expression caused the mitochondrial release of cytochrome c and chromatin condensation, both apoptotic markers (Supplementary Fig. 1)^10^.

**Fig. 1:**
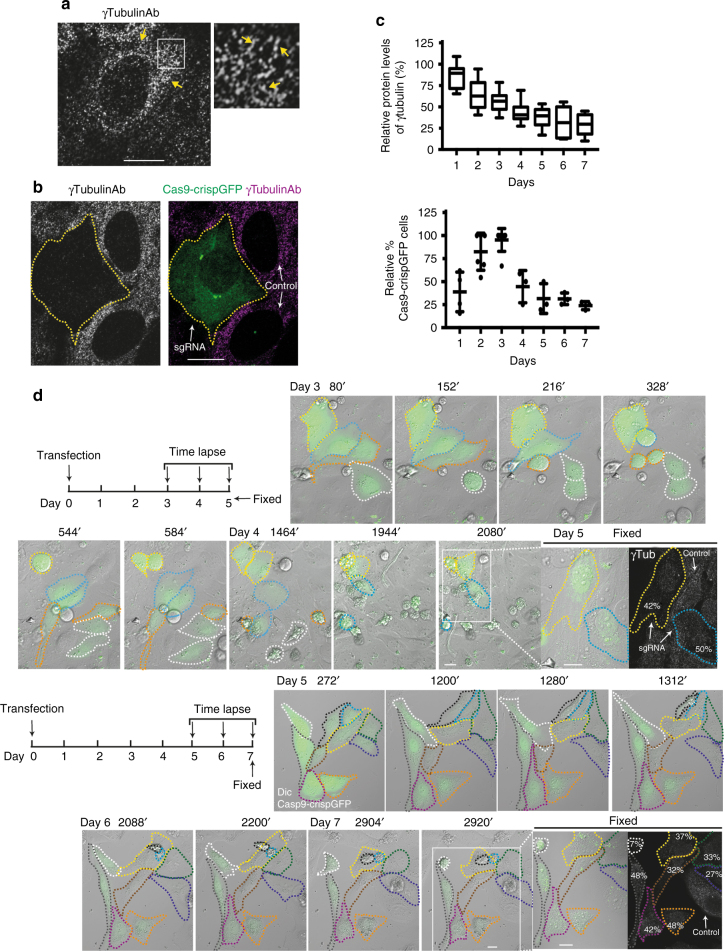
γ-Tubulin forms protein strings and γ-tubulin knockdown is cytotoxic. **a**, **b** Confocal images of fixed U2OS or U2OS expressing *γTubulin* sgRNA (Cas9-crispGFP; green) that were immunostained with an anti-γ-tubulin (γTubulinAb) antibody originated in mouse. **a** The white box shows the magnified area displayed in the inset. **a**, **b** Yellow and white arrows show γ-strings or the indicated cell, respectively (*N* = 5). **c** U2OS expressing *γTubulin* sgRNA (Cas9-crispGFP) at day 0 were incubated for the indicated time before fixation. Cells were stained as in **a**. Within samples, quantification of γ-tubulin was done with ImageJ software by comparison of immunofluorescently labelled γ-tubulin in cells expressing Cas9-crispGFP with non-expressing cells (control; *N* = 7–11 cells). Graph represents the relative percentage of cells that expressed Cas9-crispGFP at the indicated period of time. To adjust for differences in transfection efficiency, the sample containing the largest number of cells expressing Cas9-crispGFP was defined as 100% and values at other time points were compared with that sample (*N* = 3–7). **d** Schematic representation of the time-lapse experiments. Cells were transfected (day 0) and experiments started three or five days after, as indicated. Cell populations were monitored for three days before fixation and subsequently immunostained with an anti-γ-tubulin (γTub) antibody that originated in mouse. The levels of endogenous γ-tubulin were determined as in **c**. The differential interference contrast (DIC)/fluorescence images show time-lapse series from U2OS cells expressing Cas9-crispGFP (green; dashed lines). Images were collected every 8 min. Top images show four cells and their respective daughter cells (yellow, blue, orange and white) before dying (white, orange, yellow and blue). Bottom images show ten cells that either remained in interphase (yellow, light blue, dark blue, orange, black, grey, brown, magenta, green, and white) or died (black, light blue, and white) during the course of the experiment. White boxes show the live cells displayed in the insets. Insets show γ-tubulin in fixed cells (Fixed) expressing Cas9-crispGFP. Numbers in images indicate the remaining protein levels of γ-tubulin relative to control in the indicated cells (*N* = 3). Scale bars are 10 μm in images. Please, see Supplementary Fig. 1

In contrast to cells expressing *γTubulin* sgRNA that undergo apoptosis (Fig. 1c, d), we instead used stable *γTubulin* shRNA expressing cells (*γTubulin*sh-U2OS). The *γTubulin* shRNA expression reduced the endogenous γ-tubulin pool by ~50% (Supplementary Fig. 2a)^5, 11^, and we compensated for this reduction by stably co-expressing a sh-resistant human GFP-C-terminal region (residues 334–449, GFP-γ-tubulin^334–449^) in U2OS cells (*γTubulin*sh-U2OS-γ-tubulin^334–449^; Fig. 2a, Supplementary Fig. 2a). We found that the endogenous γ-strings (Fig. 1a) were similar to those structures formed by *γTubulin*sh-U2OS-γ-tubulin^334–449^, as shown by the immunofluorescence staining of *γTubulin*sh-U2OS-γ-tubulin^334–449^ with an anti-γ-tubulin antibody (Fig. 2b). Super-resolution microscopy showed that various GFP-γ-strings^334–449^ merged forming a dense protein meshwork (Fig. 2a).

**Fig. 2:**
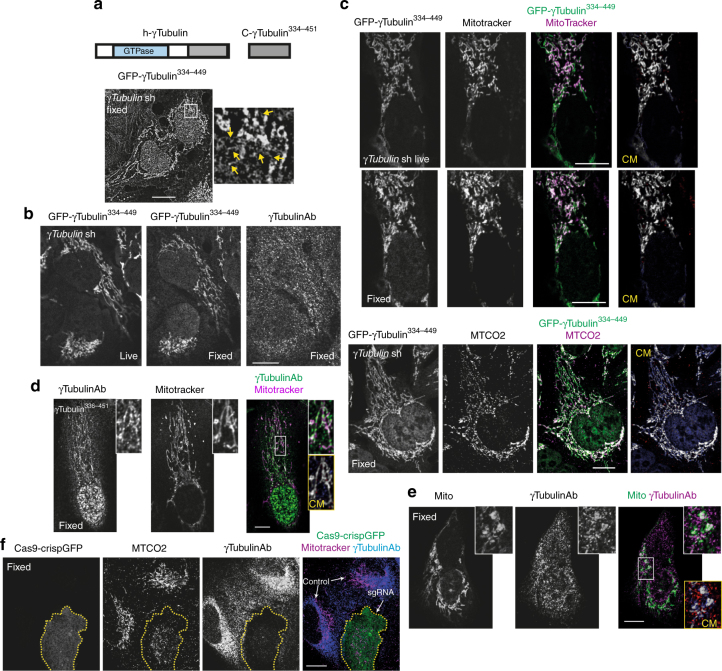
Endogenous cytosolic γ-tubulin associates with mitochondria. **a** Structure of human wild-type γ-tubulin (h-γTubulin) and the γ-tubulin C terminus (C-γTubulin^336–451^), depicting the GTPase domain and the C-terminal region of γ-tubulin. U2OS cells stably expressing *γTubulin* shRNA and sh-resistant GFP-γ-tubulin_resist_^334-449^ fragment were imaged by structured illumination microscopy. The yellow arrows show γ-strings. **b**, **c** Confocal fluorescence images of fixed or live U2OS cells stably expressing *γTubulin* shRNA and GFP-γ-tubulin_resist_^334–449^. Mitochondria were stained with the fluorescent dye MitoTracker or with the mitochondrial marker cytochrome c oxidase subunit II (MTCO2) and the total pool of γ-tubulin was immunofluorescence stained with an anti-γ-tubulin (γTubulinAb) antibody originated in rabbit. **c** Co-localization pixel maps (CM) of the red and green (blue) channels of images are shown. White areas denote colocalized pixels between channels (MitoTracker (life), Person’s *R* = 0.7, fraction of red (MitoTracker) overlapping blue (GFP-γ-tubulin_resist_^334–449^) M1 = 1.0, fraction of blue overlapping red M2 = 0.9; MTCO2, Person’s *R* = 0.5, fraction of red (MTCO2) overlapping blue (GFP-γ-tubulin_resist_^334–449^) M1 = 1.0, fraction of blue overlapping red M2 = 0.8). **d** Confocal fluorescence images of U2OS cells stably expressing γ-tubulin^336–451^. The mitochondria were stained with MitoTracker and the total pool of γ-tubulin with a γTubulinAb originated in rabbit. **e** Immunofluorescent staining of endogenous γ-tubulin in U2OS cells transiently expressing pmTurquoise2-mito (mito) with a γTubulinAb originated in rabbit. **d**, **e** Co-localization pixel maps (CM) of the red and green (blue) channels of the magnified areas displayed in the inset (the yellow box). White areas denote colocalized pixels between channels (**d**, MitoTracker, Person’s *R* = 0.7, fraction of red (MitoTracker) overlapping blue (γTubulinAb) M1 = 1.0, fraction of blue overlapping red M2 = 0.9; **e**, Mito, Person’s *R* = 0.5, fraction of red (γTubulinAb) overlapping blue (Mito) M1 = 0.9, fraction of blue overlapping red M2 = 1.0). **a**, **d**, **e** The white box shows the magnified areas displayed in the inset. **f** Fixed U2OS cells transiently expressing *γTubulin* sgRNA (Cas9-crispGFP) were immunofluorescence stained with an anti-MTCO2 antibody and a γTubulinAb originated in mouse. (**a**–**f**) The figure shows representative images from at least six experiments. Scale bars are 10 μm in images. Please, see Supplementary Fig. 2

By associating with the nuclear envelope, γ-strings give support to the double nuclear membrane structure and connect the cytoplasm with the chromatin^5^. Similar to the nuclear compartment, mitochondria contains both DNA and is surrounded by a double membrane^12^. Recent work demonstrates an association of γ-tubulin with mitochondrial membranes^13^. In addition, the γ-tubulin’s DNA binding motif is encoded in the γ-tubulin C terminus^14^. Thus, we hypothesized that γ-strings may connect the cytoplasm with the mitochondrial DNA (mtDNA). Consequently, the γ-string meshwork in close proximity to the nuclear envelope, formed by either endogenous γ-tubulin (Fig. 1a) or GFP-γ-tubulin^334–449^ (Fig. 2a, b), looked similar in structure, and its positioning resembled the mitochondrial network formed in close proximity to the nuclear envelope^15^. To analyze a possible association between γ-strings and mitochondria, we used immunofluorescence to stain *γTubulin*sh-U2OS-γ-tubulin^334-449^ with a fluorescent dye that identified mitochondria in live cells (MitoTracker, Fig. 2c), or with an antibody that recognized the mitochondrial marker cytochrome c oxidase subunit II (MTCO2; Fig. 2c). We also expressed γ-tubulin^336-451^ in U2OS to ascertain that the GFP did not affect the cellular positioning of the C-terminal region (Fig. 2b, d, Supplementary Fig. 2b). In addition, in U2OS cells, we ectopically expressed the pmTurquoise2-tagged mitochondrial-targeting signal from cytochrome c oxidase subunit VIII A (amino acids 1–29; Fig. 2e, Supplementary Fig. 2c), which from now on will be referred as mito^15^. Confocal microscopy confirmed that endogenous γ-strings, recombinant GFP-γ-strings^334–449^, and γ-tubulin^336–451^ formed a dense meshwork in mitochondria-rich areas (Fig. 2c–e). Finally, sgRNA mediated reduction of γ-tubulin disrupted the mitochondrial network (Fig. 2f). These data suggest that γ-tubulin affects the morphology of the mitochondrial meshwork.

### γ-Tubulin is a mitochondrial protein

Interestingly, despite evidence that the mitochondrial proteome is derived from endosymbiotic bacteria^12^, most mitochondria lack the expression of the γ-tubulin homologue FtsZ^16^, suggesting that γ-tubulin may replace FtsZ function in mitochondria. To confirm a possible role of endogenous γ-tubulin in mitochondria, we investigated the distribution of endogenous γ-tubulin by immunoelectron microscopy of high-pressure frozen U2OS cells (Fig. 3a, b). As γ-tubulin is distributed throughout the cell, we optimized the antibody concentration so that cellular structures were only partially stained. We found that mitochondria were connected to each other, and to the nuclear membrane by protein strings, which were 4–6 nm in diameter (Fig. 3a, b). Furthermore, a γ-tubulin antibody recognized these strings (Fig. 3b)^5^ and the immunostaining was negated following *γTubulin* sgRNA expression, confirming the specificity of the antibody (Supplementary Fig. 3a). Finally, the γ-tubulin antibody was able to stain γ-strings both inside and outside the mitochondria (Fig. 3b). Together, the data presented here implies that γ-strings form a network that harbours mitochondria.

**Fig. 3:**
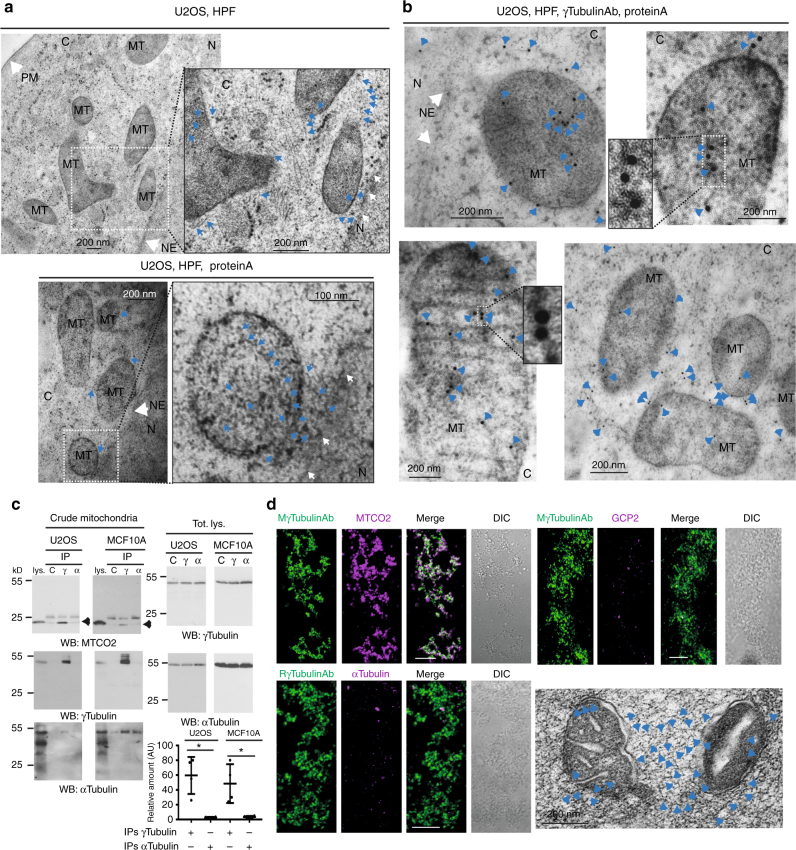
γ-Strings are associated with mitochondria. **a**, **b** Immunoelectron microscopy detection of endogenous γ-tubulin using three different conditions in high-pressure frozen (HPF) U2OS cells: first, no antibody (**a**), second, gold conjugated protein A (**a**) and third, an anti-γ-tubulin antibody originated in rabbit, and gold conjugated protein A (**b**, γTubulinAb). Images show the plasma membrane (PM), the nuclear envelope (NE), cytosol (C), mitochondria (MT) and nucleus (N) of a U2OS cell. Blue arrows show γ-strings and arrowheads show immunolabelled γ-strings. White arrows show the nuclear envelope or the plasma membrane, as indicated. White dashed boxes show the magnified areas displayed in the inset (*N* = 5). **c** The crude mitochondria fraction from U2OS and MCF10A cells was biochemically prepared. Each sample was subjected to immunoprecipitation (IP) with a control (C), an anti-γ-tubulin (γ; originated in mouse) or an anti-α-tubulin (α) antibody, as indicated, and developed by Western blotting (WB) with an anti-MTCO2 antibody (top, arrowhead), and then reprobed with γ-tubulin (originated in rabbit) and α-tubulin. Aliquots of the cytosolic lysates used in the immunoprecipitations were run as loading controls (lys. and Total lys.) and analyzed by Western blotting. Graph shows the mean content of γ-tubulin and α-tubulin found in their respective immunoprecipitates in the mitochondrial crude fraction. To adjust for differences between WBs, the protein content in control immunoprecipitates was defined as 1 and values of the other immunoprecipitates were compared with that level (mean ± SD; *N* *=* 4, *P < 0.05). **d** The biochemically isolated crude mitochondria fraction from a MCF10A cell population was fixed and immunostained with anti-γ-tubulin originating in mouse (M) or rabbit (R) and anti-MTCO2, anti-α-tubulin or anti-GCP2 antibody, as indicated. Scale bars are 10 μm in images. The electron microscopy image shows mitochondria in the crude mitochondria fraction. Arrowheads show γ-strings between and in mitochondria (*N* = 4). Please, see Supplementary Fig. 3

Previous work demonstrates that microtubules are necessary for both mitochondrial activity and mitochondrial intracellular motor-driven transport^17, 18^. To compare the amount of mitochondria-associated γ-tubulin with the amount of mitochondria-associated microtubules, we analyzed immunoprecipitates of endogenous γ- and α-tubulin from the crude mitochondria fraction. The immunoprecipitated complexes highlighted an association of γ-tubulin with the mitochondrial membrane marker MTCO2 in U2OS and MCF10A cells (Fig. 3c, Supplementary Fig. 3b). Moreover, we noticed that in comparison to α-tubulin, γ-tubulin was highly enriched in the crude mitochondrial fraction (Fig. 3c), confirming the presence of a mitochondria-associated γ-tubulin pool that is not microtubule related. Accordingly, Western blot analysis of lysates from mitochondria from MCF10A cells prepared by density gradient centrifugation using Percoll confirmed the presence of γ-tubulin in the mitochondria (Supplementary Fig. 3c).

In the cytoplasm, γ-tubulin together with various γ-tubulin complex proteins (GCP) is able to nucleate microtubules by forming the γ-tubulin ring shaped complex (γTURC)^3, 4, 19^. To study a possible association of the γTURC with the mitochondria, we performed immunofluorescent staining of the isolated crude mitochondria fraction from MCF10A cells, which confirmed that, in comparison to α-tubulin and GCP2, γ-tubulin is enriched in mitochondria (Fig. 3d). Finally, electron microscopy analysis of the isolated crude mitochondrial fraction showed the presence of γ-strings between and inside mitochondria (Fig. 3d). Thus, the association of γ-strings with mitochondrial membranes suggests that γ-tubulin forms a membrane-associated meshwork that provides mitochondria with a structural scaffold.

### γ-Tubulin binds to mitochondrial DNA

A nuclear localization signal (NLS) mediates γ-tubulin translocation to the nucleus^14^. To study the effect of mutations in the γ-tubulin NLS, we stably co-expressed *γTubulin* sgRNA (depleted the endogenous γ-tubulin pool), and either a wild-type sg-resistant human *TUBG1* or a sg-resistant *TUBG1* containing a mutated NLS. In comparison to cells regularly expressing γ-tubulin, we found that mutations of R399A, K400A, and R409A in the NLS^14^ caused the formation of tubular structures (Fig. 4a, Supplementary Fig. 4), suggesting that the reduced import of γ-tubulin to the nuclear compartment enhances the binding of γ-tubulin to mtDNA. To determine whether γ-tubulin binds to mtDNA, we performed a chromatin immunoprecipitation (ChIP) assay using γ-tubulin antibodies and found that endogenous γ-tubulin was present on mtDNA (Fig. 4b). To identify underlying mitochondrial processes associated with γ-tubulin binding to DNA, we synchronized cells in S-phase (Fig. 4c) and mapped the location of γ-tubulin on the mtDNA of MCF10A and of MCF10A cell populations that stably expressed *γTubulin* shRNA (*γTubulin*sh-MCF10A) by sequencing the DNA associated with chromatin immunoprecipitates (ChIP-seq) from γ-tubulin (Fig. 4d–f). Also, we evaluated γ-tubulin’s effect on RNA expression of mitochondrial-related mRNA by massive sequencing of the purified RNA (RNA-seq) from the studied cell populations (Fig. 5a). 

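MCF10A is a cell line of human breast epithelium. In ChIP-seq an antibody pulls down a protein with its DNA, and regions with more reads than a control are called as peaks. γ-Tubulin was immunoprecipitated from sonicated nuclei of MCF10A and γTubulinsh-MCF10A cells 1 h and 2 h after release from a double thymidine block, with 2 ChIP libraries in each of the 4 conditions and 8 whole cell extract libraries as controls. The authors mapped the reads with Bowtie, keeping reads with a unique position, and called peaks with MACS2. They deposited 1 peak list per condition, made from both of its libraries together, and the reads were not analysed here, so the values below have no SD between replicates and no test across conditions. The lists held 1035 peaks for MCF10A cells and 296 for γTubulinsh-MCF10A cells at 1 h, and 1547 and 84 at 2 h. Each peak has its position in hg19, the build named in Fig. 4f, and the authors' fold enrichment over the local control background, p-value, q-value and score (10 times the −log10 q-value). The methods name the differential peak tool of MACS2 with a minimum length of 200 bp, whereas the lists hold peaks from 106 bp and have the columns and values of peak calls against a control. The lowest −log10 q-values were 1.31 and 1.31 in the 1 h lists of MCF10A and γTubulinsh-MCF10A cells and 1.35 and 1.40 in the 2 h lists.

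The lists give no read totals. The fold enrichment and the p-value of MACS2 are both functions of the ChIP pileup (the number of reads over the summit) and the control background, so both were solved for at every summit. The pileup came out as a whole number of reads for 100% of the peaks in each list, in the γTubulinsh-MCF10A 2 h list after division by a scale of 0.943, compared with 8.34% to 17.9% of simulated peaks whose pileups were not whole. The simulated peaks all had lower control backgrounds than the mtDNA peaks. Relative to the MCF10A 1 h list, the number of ChIP reads kept was 0.952 in γTubulinsh-MCF10A cells at 1 h, 1.11 in MCF10A cells at 2 h and 1.20 in γTubulinsh-MCF10A cells at 2 h, if the authors used the same genome size for each list. Peaks of 2 lists were called shared when they overlapped by at least 1 bp. The shared number was compared with 10000 circular shifts of a list along each chromosome (one-sided permutation test, Benjamini-Hochberg adjusted over the 6 pairs of lists). The genes under the peaks were not analysed here.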

Differential protein peaks on DNA were called with MACS2 (version 2.1.1)^20^. The identified differential peaks associated with nuclear chromatin were more numerous in γ-tubulin immunoprecipitates from MCF10A cells, than those from *γTubulin*sh-MCF10A cells, suggesting that shRNA-mediated reduction of γ-tubulin protein levels led to a reduced binding of γ-tubulin to genomic DNA (Fig. 4d).

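Outside mtDNA, 1035 peaks were listed for MCF10A cells and 288 for γTubulinsh-MCF10A cells at 1 h, and 1531 and 79 at 2 h. The list of MCF10A cells was therefore 3.59 times as long at 1 h and 19.4 times as long at 2 h, with 1 list per condition and thus no replicate error to set beside these ratios. MCF10A cells had the longer list under all 7 settings examined. These include the reported lists themselves and chromosomes 1 to 22, X and Y alone, which removed no nuclear peak and gave the same numbers. The ratio at 2 h was lowest, 7, when peaks within 100000 bp of each other were counted as 1 cluster, and highest, 49.8, with a minimum length of 400 bp.

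Of the 288 peaks of γTubulinsh-MCF10A cells at 1 h, 212 overlapped a peak of MCF10A cells at 1 h (adjusted p = 0.0001 in the permutation test, the smallest the shifts can give), whereas at most 45 did after a shift. Of the 79 peaks of γTubulinsh-MCF10A cells at 2 h, 52 overlapped a peak of MCF10A cells at 2 h (adjusted p = 0.0001 in the same permutation test), and at most 7 did after a shift. The shifts take no account of the control background. Lists gathered at the same places with a high control could therefore pass this test without sharing sites of γ-tubulin binding. Of these 79 peaks, 51 had a control background at least 3 times the genome background (the lowest of the list), and 46 of them overlapped a peak of MCF10A cells at 2 h. With a control background under 1.5 times, 5 of 25 did. In total, 28 of these 79 peaks overlapped a peak in each of the other lists. Those with the highest minimum score lay on chromosome 2 from 89869791 to 89869914 (scores between 142 and 623), on chromosome 5 from 10100 to 11553 (130 to 449) and on chromosome X from 61686680 to 61686802 (110 to 302).

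The peak with the highest score in the MCF10A 1 h list was on chromosome 5 from 10019 to 11819, with a fold enrichment of 17.8 and a score of 449. In the MCF10A 2 h list it was on chromosome 2 from 89869709 to 89870081, with a fold enrichment of 9.17 and a score of 623. Both γTubulinsh-MCF10A lists had their highest score at the same place, on chromosome 21 from 9825972 to 9826340 at 1 h (fold enrichment 8.00, score 803) and from 9825983 to 9826324 at 2 h (fold enrichment 4.35, score 510). The control background at this place was 15.1 times the genome background at 1 h and 25.3 times at 2 h. At the highest peak of the MCF10A lists it was 1.33 times at 1 h and 6.81 times at 2 h.

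Nuclear peaks were unevenly spread. When peaks of any list within 100000 bp of each other were joined, 65.5% of the peaks of MCF10A cells at 1 h and 77.1% at 2 h lay in clusters with at least 10 peaks of their own list, as did 50.7% of those of γTubulinsh-MCF10A cells at 1 h and 13.9% at 2 h. The cluster with the most peaks, on chromosome 4 from 49093204 to 49319012, held 111 peaks of MCF10A cells at 1 h and 107 at 2 h, and 48 and 8 of γTubulinsh-MCF10A cells.

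**Figure D1:**
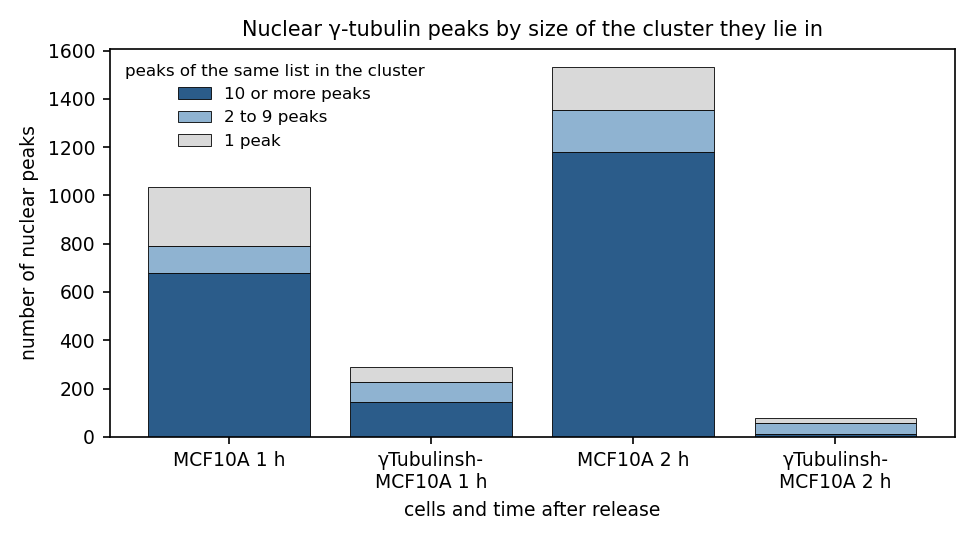
Number of nuclear peaks (vertical axis) in each of the 4 lists, with 1 list per condition and no error bars. Colours divide the peaks by how many peaks of the same list lie in their cluster, where peaks within 100000 bp of each other form a cluster. The darkest part, clusters of 10 or more, holds 678 of 1035 peaks for MCF10A cells at 1 h and 1181 of 1531 at 2 h.

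From the shorter lists of γTubulinsh-MCF10A cells, the paper proposes that less γ-tubulin protein led to less binding of γ-tubulin to genomic DNA.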

**Fig. 4:**
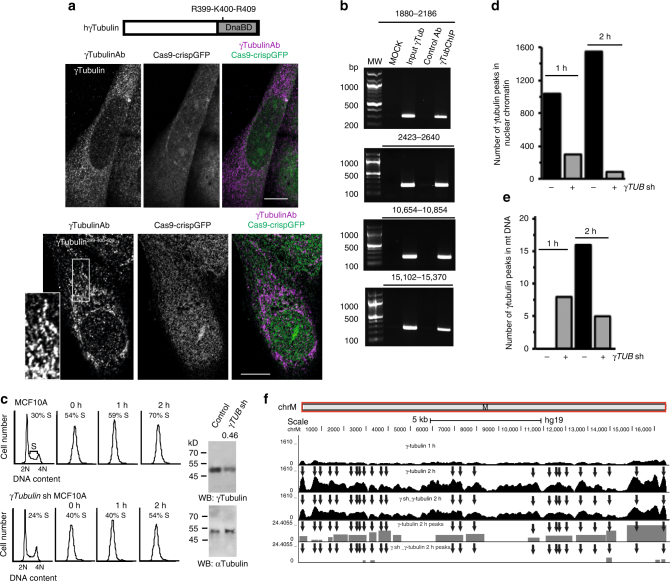
γ-Tubulin binds to mitochondrial DNA. **a** Structure of human wild-type γ-tubulin and the γ-tubulin DNA-binding domain (DnaBD), depicting residues R399, K400 and R409 in the nuclear localization signal of γ-tubulin. Confocal fluorescence microscopy of fixed U2OS stably expressing *γTubulin* sgRNA (Cas9-crispGFP) and co-expressing a *γTubulin* sgRNA resistant transcript (γTubulin) or a mutant form, γTubulin^R399A-K400A-R409A^ (γTubulin^399-400-409^). The recombinant proteins were immunostained with an anti-γ-tubulin antibody (γTubulinAb) that originated in mouse. **b** U2OS cells were analyzed by ChIP using an anti-γ-tubulin antibody (γTubChIP) that originated in rabbit. PCR primers amplified the indicated regions of the mitochondrial DNA (*N* = 3). **c** MCF10A and *γTubulin* shRNA stably expressing MCF10A (γ*Tubulin* sh MCF10A) cells were synchronized in early S-phase (0 h) by double thymidine block and released for 1 h and 2 h. Cell cycle progression was monitored by determining the DNA content of cells with a nucleocounter (graphs; *N* = 3). Total lysate from MCF10A (Control) and MCF10A cells stably expressing *γTubulin* shRNA (γ*Tub* sh) were analyzed by Western blot (WB) for the expression of endogenous γ-tubulin. An α-tubulin loading control is shown (*N* = 3). The number on the WB indicates the level of depletion of γ-tubulin relative to control. To adjust for differences in protein loading, the protein concentration of γ-tubulin was determined by its ratio with endogenous α-tubulin. The protein ratio in control extracts was set to 1. **d**, **e** To map the location of γ-tubulin in the chromatin of MCF10A and of MCF10A cells stably expressing *γTubulin* shRNA (γ sh), we sequenced the DNA associated with chromatin immunoprecipitates from γ-tubulin. Immunoprecipitations were performed in early S-phase synchronized cell populations using an anti-γ-tubulin antibody. Graphs show the number of binding sites (peaks called) found in the human genome (**d**) or mitochondrial chromosome (**e**) to which γ-tubulin binds at the indicated period of time. **f** The graphs show ChIP-seq analysis of γ-tubulin distribution on mitochondrial chromosome (ChrM). The entire chromosome M is presented. Black arrows indicate areas loaded with γ-tubulin. In grey is the schematic representation of the called peaks (*N* = 2). Please, see Supplementary Fig. 4

**Fig. 5:**
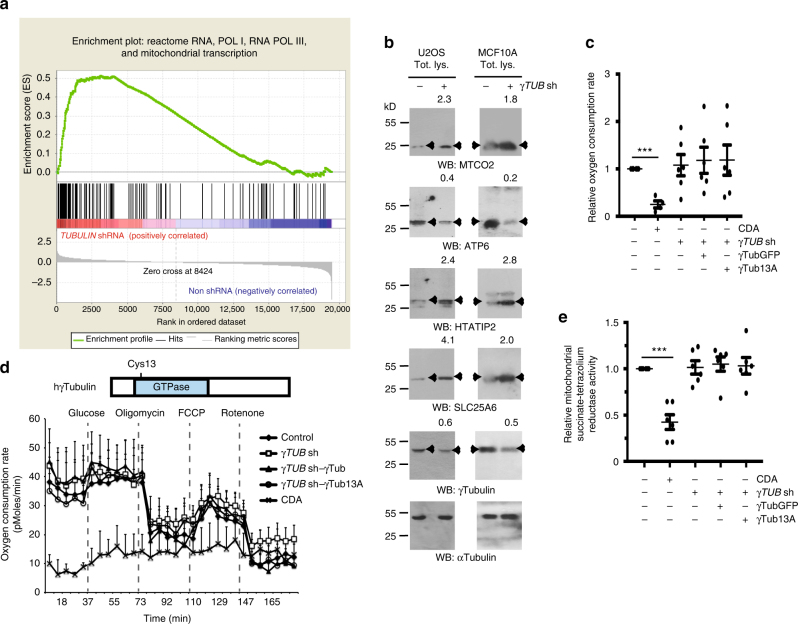
The γ-tubulin meshwork controls mitochondrial activity. **a** GSEA of mitochondrial-upregulated gene set performed on a ranked gene list of differentially expressed genes between synchronized MCF10A (non shRNA) and *γTubulin*sh-MCF10A (*Tubulin* shRNA) cells. **b** Western blots (WB) show total lysates (Tot. lys.) of U2OS or MCF10A cells that stably expressed *γTubulin* shRNA (γ*TUB* sh) using the indicated antibodies. Anti-α-tubulin antibody was used as loading control (*N* = 3). Arrowheads indicate proteins whose expression is affected by the expression of *γTubulin* shRNA. The numbers on the WBs indicate variations in MTCO2, ATP6, HTATIP2, SLC25A6, and γ-tubulin expression relative to *γTubulin* shRNA non-expressing cells, as indicated. To adjust for differences in protein loading, the protein concentration of the various proteins was determined by their ratio with α-tubulin for each sample. The protein ratio in control extracts was set to 1. **c** The mean values of the relative basal oxygen consumption was determined using Seahorse analyser in U2OS cells, U2OS cells stably expressing *γTUB* sh and stably co-expressing GFP-γ-tubulin_resist_ (γTubGFP) or GFP-A^13^γ-tubulin_resist_ (γTub13A) and U2OS cells pre-treated with CDA for 2 h. Note that CDA is present during the Seahorse assay, which takes 3 h. The data were normalized to the total number of cells. The oxygen consumption rate activity of U2OS cells was set as 1, and relative activities were calculated (mean ± SEM; *N* = 4–6, ***P < 0.001). **d** Structure of human wild-type γ-tubulin (h-*γTubulin*), depicting residue Cys13 in the GTPase domain of γ-tubulin. Graph shows seahorse assay of the respiratory capacity after addition of glucose mixture (20 mM glucose, 20 μg/ml insulin), 4 μg/ml oligomycin, 1 μM FCCP and 0.5 μM Rotenone in 28 × 10^3^ of the indicated cells. Note the very low basal oxygen consumption rate of CDA-treated U2OS cells (mean ± SEM; *N* *=* 4–6). **e** WST-1 assay showing the metabolic activity of U2OS cells transfected with the indicated construct or after 4 h CDA pre-treatment (mean ± SEM; *N* = 6, ***P < 0.001)

In S-phase, γ-tubulin accumulates in the chromatin of cells^14, 21, 22^. Accordingly, we found an increase in the number of peaks associated with genomic- and mitochondrial DNA as the cells progressed through S-phase (2 h; Fig. 4d–f). 

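In MCF10A cells the number of nuclear peaks rose by 496 from 1 h to 2 h, to 1.48 times the number at 1 h, and the number of mtDNA peaks rose from 0 to 16. In γTubulinsh-MCF10A cells the number of nuclear peaks fell by 209 over the same hour, to 0.274 of the number at 1 h, and the number of mtDNA peaks went from 8 to 5. With 1 list per condition, none of these changes was set against a replicate error. The number of nuclear peaks in MCF10A cells rose under 6 of the 7 settings, among them merging within 1000 bp, with 554 at 1 h and 683 at 2 h. Those 6 include the reported lists and the setting that removed no nuclear peak. It fell under 1 setting, because peaks within 100000 bp of each other made up 299 clusters at 1 h and 259 at 2 h. Of the 1035 nuclear peaks of MCF10A cells at 1 h, 746 overlapped a peak of the same cells at 2 h (adjusted p = 0.0001 by the circular shift permutation test, with at most 148 after a shift). In γTubulinsh-MCF10A cells, 41 of the 79 nuclear peaks at 2 h overlapped a peak at 1 h (adjusted p = 0.0001 in the same permutation test, at most 3 after a shift). Here too the shifts take no account of the control background, so the test cannot tell shared binding from shared places with a high control.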

The identified differential peaks associated with mtDNA at 2 h were more abundant in γ-tubulin immunoprecipitates from MCF10A cells than those from *γTubulin*sh-MCF10A cells. This indicated that shRNA-mediated reduction of γ-tubulin protein levels led to reduced binding of γ-tubulin to mtDNA (Fig. 4e). However, we found mtDNA in γ-tubulin immunoprecipitates from *γTubulin*sh-MCF10A cells in early S-phase (1 h) that was not found in the ones from MCF10A cells. 

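At 2 h the mtDNA peaks covered 10591 bp in MCF10A cells and 835 bp in γTubulinsh-MCF10A cells. The peaks of MCF10A cells ran, in order along the mitochondrial chromosome, from 30 to 342, 575 to 831, 890 to 1034, 1330 to 1499, 1581 to 2170, 2256 to 3026, 3170 to 3466, 3594 to 4134, 4254 to 4576, 6177 to 7379, 7524 to 8336, 10336 to 10806, 11128 to 12311, 12489 to 13815, 13864 to 14279 and 14771 to 16540. Their fold enrichment was between 1.36 and 2.32, with a median of 1.72, and their −log10 q-value between 1.77 and 24.4. The last of them, 1770 bp long, had the highest of both values. In γTubulinsh-MCF10A cells the peaks ran from 2872 to 2990, 3215 to 3391, 13865 to 14069, 16068 to 16252 and 16348 to 16496, with fold enrichments between 1.50 and 1.76 and −log10 q-values between 2.78 and 6.64. All 835 bp of these 5 peaks lay inside peaks of MCF10A cells, of which 4 were met. When peaks within 1000 bp of each other were merged, each of the 2 h lists had 3 mtDNA peaks, so the difference in number was not seen under that setting. It was seen under the other settings, given here for MCF10A and then γTubulinsh-MCF10A cells. The numbers were 11 and 0 with scores at or above the pooled median, and 3 and 0 with the 75th percentile. With a minimum length of 400 bp they were 10 and 0. At the summits, the recovered pileup was 190 to 236 reads in MCF10A cells and 196 to 227 in γTubulinsh-MCF10A cells, while the highest pileup of any peak was 240 and 227 in these lists.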

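No peak on mtDNA was listed for MCF10A cells at 1 h. In γTubulinsh-MCF10A cells at 1 h, mtDNA peaks ran from 87 to 419, 529 to 731, 12069 to 12266, 13284 to 13506, 13833 to 14277, 14595 to 14702, 15656 to 15807 and 16024 to 16507, and covered 2146 bp. The peak from 13833 to 14277 had the highest fold enrichment, 1.93, with a −log10 q-value of 10.4. It was followed by the peak from 16024 to 16507, with a fold enrichment of 1.78 and a −log10 q-value of 8.88. The lowest fold enrichment, 1.39, belonged to the peak from 529 to 731, which had a −log10 q-value of 1.48. The recovered pileup at these summits was 165 to 211 reads, and 211 was also the highest pileup of any peak in that list. With scores at or above the 75th percentile of the pooled lists, a score of 132, no mtDNA peak was left in either of the 1 h lists. The other settings left mtDNA peaks in γTubulinsh-MCF10A cells at 1 h. They were 2 with scores at or above the pooled median, 2 with a minimum length of 400 bp and 3 with merging within 1000 bp. MCF10A cells had no mtDNA peak at 1 h under any setting, which was fixed in advance because each setting only filters or merges listed peaks. Most recovered mtDNA pileups at 1 h and 2 h lay near the highest of their list. Whether an mtDNA peak was called may therefore depend partly on the control. A list without mtDNA peaks does not show that γ-tubulin was absent from mtDNA.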

We think that this may be caused by the limited reduction of γ-tubulin protein levels in *γTubulin*sh-MCF10A cells, which affects γ-tubulin dynamics during S-phase progression. 

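The 3 lists with mtDNA peaks were compared base by base. Peaks of any list covered 10853 bp between positions 30 and 16540 of the mitochondrial chromosome, and 539 bp were covered in every one of the 3 lists, from 13865 to 14069, from 16068 to 16252 and from 16348 to 16496. Of the 8 peaks of γTubulinsh-MCF10A cells at 1 h, 7 overlapped a peak of MCF10A cells at 2 h, with 1884 bp in common. The peak from 14595 to 14702 did not. These peaks of MCF10A cells at 2 h covered most of the chromosome, so overlap with them was not tested against chance.

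**Figure D2:**
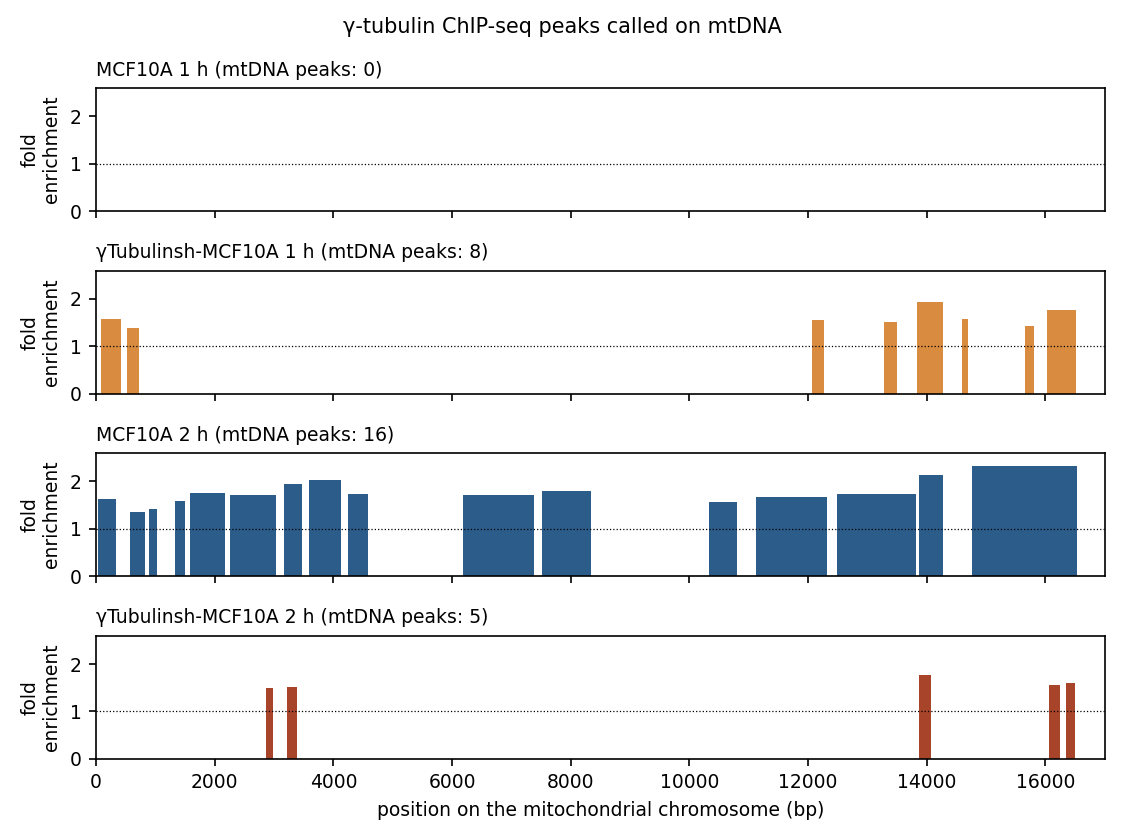
Fold enrichment of the γ-tubulin ChIP pileup over the control background (vertical axis, from 0, dotted line at 1) at each mtDNA peak of the 4 lists, drawn over the span of the peak along the mitochondrial chromosome (horizontal axis, bp). The MCF10A 1 h list has no peak, and the highest bar, 2.32, is the peak of MCF10A cells at 2 h from 14771 to 16540.

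From the ChIP of Fig. 4b in U2OS cells and these peaks in MCF10A cells, the paper concludes that γ-tubulin binds to mtDNA.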

Taken together, the data presented here demonstrate that γ-tubulin binds to mtDNA.

### γ-Tubulin regulates the expression of mitochondrial genes

Given that γ-tubulin associates with both nuclear- and mitochondrial DNA, we postulate that the protein levels of γ-tubulin might synchronize gene expression of mitochondrial-related genes with on-going biological processes, such as mtDNA replication. To elucidate the effect of *γTubulin* reduction on mitochondrial-related gene signatures, we made use of mitochondrial-regulating gene signatures from 58 pre-defined gene sets containing mitochondrial-associated genes (Supplementary Data 1). Also, we created a custom gene set using all genes in the MitoCarta^23^. The detailed listing of all 59 gene sets is presented in Supplementary Data 1. The effect of *γTubulin* reduction on mitochondrial target gene signatures were examined by performing a gene set enrichment analysis (GSEA)^24, 25^ between RNA-seq samples from MCF10A and from *γTubulin*sh-MCF10A cells. Among the top 10 gene sets found to be affected, we noted biological process such as regulation of mitochondrial membrane permeability and reactome RNA, POL I, RNA POL III, as well as mitochondrial transcription (Supplementary Tables 1 and 2). The detailed results of the GSEA that shows an example of an enrichment plot produced for one of the used gene set is presented in Fig. 5a and Table 1. In concert, the data presented here suggest that alterations in the γ-tubulin meshwork affect the expression of mitochondrial-related genes.

**Table 1:** Upregulated mitochondria-related genes

No.	Gene	P value	FDR	No.	Gene	P value	FDR
1.	GTPBP3	6.8 10^-14^	7.9 10^-10^	16.	FAM210A	2.6 10^-5^	9.6 10^-3^
2.	HTATIP2	2.0 10^-10^	7.2 10^-7^	17.	CMC2	2.9 10^-5^	1.0 10^-2^
3.	RECQL4	1.7 10^-9^	4.9 10^-6^	18.	SLC25A25	3.0 10^-5^	1.1 10^-2^
4.	EYA2	5.3 10^-9^	1.2 10^-5^	19.	UCP2	5.6 10^-5^	1.7 10^-2^
5.	COX5B	2.2 10^-8^	4.0 10^-5^	20.	OXLD1	1.3 10^-4^	3.2 10^-2^
6.	SLC25A6	3.1 10^-7^	3.3 10^-4^	21.	SLC25A29	2.2 10^-4^	4.9 10^-2^
7.	NME3	1.1 10^-6^	8.7 10^-4^	22.	CKMT1A	2.2 10^-4^	4.8 10^-2^
8.	TP73	3.2 10^-6^	2.0 10^-3^	23.	MPC1	1.7 10^-4^	4.1 10^-2^
9.	UQCRFS1	4.2 10^-6^	2.4 10^-3^	24.	HIST1H3J	2.9 10^-5^	1.0 10^-2^
10.	PMAIP1	4.9 10^-6^	2.7 10^-3^	25.	PINK1	2.3 10^-5^	9.0 10^-3^
11.	FAM195A	8.3 10^-6^	4.1 10^-3^	26.	AK2	1.8 10^-5^	7.5 10^-3^
12.	H2AFX	1.6 10^-5^	6.7 10^-3^	27.	CKMT1B	1.1 10^-5^	5.2 10^-3^
13.	BRF1	1,6 10^-5^	6.7 10^-3^	28.	HIST3H2BB	3.7 10^-7^	3.6 10^-4^
14.	FASN	1.8 10^-5^	7.4 10^-3^	29.	HIST1H2BJ	7.5 10^-8^	9.9 10^-5^
15.	MRPL43	2.0 10^-5^	7.8 10^-3^				

Genes are displayed in order of most positively enriched (genes 1–21) to the most negatively enriched (genes 22–29) in the *γTubulinsh*-MCF10A cells. *P* values and FDR values were produced using edgeR^53^, using a generalized exact binomial test

To further elucidate the effect of γ-tubulin on mtDNA dynamics, we analyzed changes in the expression of the mitochondrial-related genes *HTATIP2* (HIV-1 TAT-Interacting Protein 2) and *SLC25A6* (Solute Carrier Family 25 Member 6), and of the mitochondrial-encoded genes *MTCO2* and *ATP6* (ATP synthase F0 Subunit 6) in U2OS and MCF10A cell populations that stably expressing *γTubulin* shRNA. In comparison to control cells, reduced expression of γ-tubulin in *γTubulin*sh-U2OS and *γTubulin*sh-MCF10A cells caused an increased protein expression of MTCO2, HTATIP2 and SLC25A6, whereas the expression of ATP6 was decreased (Fig. 5b). Furthermore, it can also be noted that HTATIP2, and SLC25A6 were amongst the most positively enriched genes in *γTubulin*sh-MCF10A cells (Table 1). These observations confirm that the protein levels of γ-tubulin affect the expression of mitochondrial-related genes.

### The γ-tubulin meshwork controls mitochondrial function

To establish the metabolic effect of the interaction of mitochondria with γ-tubulin, we analyzed mitochondrial respiration by determining the cellular oxygen consumption rate with the Seahorse Extracellular Flux analyser (Methods section) in cells with variable concentrations of γ-tubulin. We measured the oxygen consumption rate in U2OS cells, *γTubulin*sh-U2OS and in *γTubulin*sh-U2OS cells stably co-expressing human GFP-tagged sh-resistant γ-tubulin (*γTubulin*sh-U2OS-γ-tubulin_resist_; Fig. 5c, Supplementary Fig. 5a, b).

Moreover, considering that the GTPase domain of β-tubulin affects microtubule dynamics^3, 26–28^, we postulated that the N-terminal region of γ-tubulin might control the γ-string meshwork associated with mitochondria, as it encloses γ-tubulin’s GTPase domain^11^. To test this, we mutated Cyst^13^ to an Ala (GFP-A^13^γ-tubulin_resist_), as this mutation impairs GTP binding to the GTPase domain^11, 28^ and stably co-expresses the mutated recombinant protein in *γTubulin*sh-U2OS cells (*γTubulin*sh-U2OS-A^13^γ-tubulin_resist_; Supplementary Fig. 5b). In addition, we monitored the oxygen consumption rate in citral dimethyl acetyl treated U2OS cells (CDA; impairs the GTPase activity of γ-tubulin^11^; Fig. 5c, d, Supplementary Fig. 5c). In comparison to control U2OS cells, only 100 µM CDA treatment significantly decreased the basal oxygen consumption rate per cell. Oligomycin, an inhibitor of the ATP synthase; FCCP, the uncoupler of mitochondrial oxidative phosphorylation carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone; and rotenone (interferes with the electron transport chain in mitochondria) had effects on the oxygen consumption rate in all the cell lines tested, by decreasing (oligomycin and rotenone) or increasing (FCCP) the oxygen consumption rate. However, neither oligomycin nor FCCP had an effect on the low basal oxygen consumption rate levels of CDA-treated U2OS cells (Fig. 5d). These data were further confirmed by a WST-1 assay, which measured the succinate-tetrazolium reductase system in the respiratory chain of the mitochondria, and confirmed that only CDA-treated cells exhibited an impaired mitochondrial respiratory capacity (Fig. 5e).

To investigate whether the contradictory effects of CDA treatment and *γTubulin*sh-U2OS and *γTubulin*sh-U2OS-A^13^γ-tubulin_resist_ cells depended on an adaptive mechanism of these cells to an impaired mitochondrial respiration, we estimated variations in the expression levels of the mitochondrial-encoded protein MTCO2 (Fig. 6a–c). CDA treatment did not affect the expression of MTCO2 most likely owing to the short-term exposure of the cells to the drug (4 h; Fig. 6a). However, longer exposure of U2OS cells to either CDA or to another inhibitor of the GTPase activity of γ-tubulin, dimethyl fumarate (DMF; Supplementary Fig. 5c)^11^ increased the expression of MTCO2 (Fig. 6b) and further confirmed that the γ-tubulin meshwork controls the expression of mitochondrial-related genes.

**Fig. 6:**
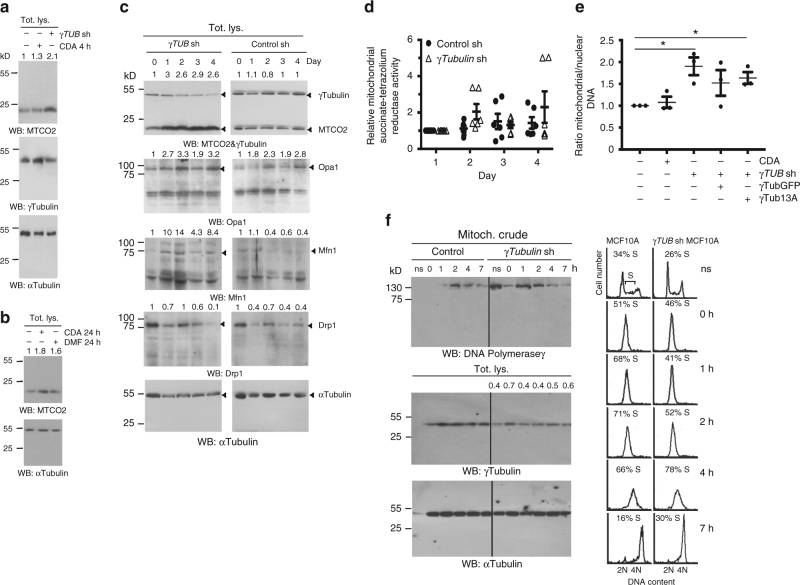
Reduced protein levels of γ-tubulin increase mitochondrial mass. **a**, **b** Total lysate (Tot. lys.) of U2OS cells, U2OS cells stably expressing *γTubulin* shRNA (*γTUB* sh) and U2OS treated with CDA or DMF for 4 h (**a**) or 24 h (**b**) before harvested. Protein levels of the mitochondrial marker MTCO2 and γ-tubulin were analyzed by Western blotting (WB) with an anti-MTCO2 and anti-γ-tubulin antibody, both originated in rabbit. Anti-α-tubulin was used as loading control (*N* = 4). **c** U2OS cells were transiently transfected with *γTUB* sh (day 0) or control shRNA (control sh) and changes in the protein levels of γ-tubulin, MTCO2, Drp1, Opa1 and Mfn1 and in the metabolic activity were analyzed by Western blotting (*N* = 3). **a**–**c** Anti-α-tubulin antibody was used as loading control. Numbers on the WBs indicate variations in MTCO2, Drp1, Opa1 and Mfn1 expression relative to day 0, as indicated. To adjust for differences in protein loading, the protein concentration of the various proteins was determined by their ratio with α-tubulin for each sample. The protein ratio in control extracts was set to 1. **d** WST-1 assay showing the metabolic activity of U2OS cells transfected with the indicated construct and treated as in **c** (mean ± SEM; *N* = 6). **e** Ratio between mitochondrial and nuclear DNA content measured by quantitative PCR in U2OS and U2OS cells stably expressing *γTub* sh and stably co-expressing GFP-γ-tubulin_resist_ (γTubGFP) or GFP-A^13^γ-tubulin_resist_ (γTub13A) and U2OS cells pre-treated with CDA for 4 h (mean ± SEM; *N* = 3, *P < 0.05; each sample the qPCR reaction was performed in triplicates). **f** Extracts from the mitochondria crude fraction from synchronous and non-synchronous (ns) MCF10A and MCF10A cells stably expressing *γTUB* sh were examined by WB using an antibody against DNA polymerase gamma (*N* = 3). DNA content was determined with a nuclear counter (percentage of S-phase cells indicated). The remaining mitochondrial crude depleted lysate (Tot. lys.) was run as loading control and examined with an anti-α-tubulin antibody. Numbers on the WBs indicate variations in γ-tubulin expression and are calculated as in **a**. Please see Supplementary Fig. 5

Accordingly, a transient *γTubulin* shRNA-mediated reduction of γ-tubulin protein levels caused an immediate increase of the levels of MTCO2 (Fig. 6c), whereas no significant changes of the mitochondrial capacity were observed (Fig. 6d). This agrees with a rapid adaptation of the mitochondrial respiratory capacity to variations in the γ-tubulin meshwork. Finally, the protein levels of optic atrophy 1 (OPA1, regulates mitochondrial shape and morphology) and mitofusin 1 (Mfn1, mediates mitochondrial fusion) were transiently increased after 1–2 days and were returned to normal levels after 4 days, whereas the protein levels of dynamin-related protein 1 (Drp1, mediates mitochondrial fission) were unaffected. This suggests that as adaptive changes are necessary for the adjustment of mitochondrial function and morphology to variations in the protein levels of γ-tubulin, the mitochondrial cellular mass adjusts (Fig. 6c).

### γ-Tubulin affects the replication of mitochondrial DNA

To confirm that changes in mitochondrial mass are an adaptive mechanism for the adjustment of mitochondrial function to variations in the protein levels of γ-tubulin, we estimated alterations in mtDNA copy number per cell by measuring the ratio between mitochondrial and nuclear DNA with quantitative PCR (Fig. 6e). Indeed, decreased levels of γ-tubulin resulted in increased amount of mtDNA in *γTubulin*sh-U2OS and *γTubulin*sh-U2OS-A^13^γ-tubulin_resist_ cells (Fig. 6e), confirming that to maintain a normal basal respiratory capacity, these cell lines need to adjust the mitochondrial mass (Fig. 5 and Fig. 6). However, inhibition of γ-tubulin with CDA did not affect the number of mitochondria, which is most likely due to the short time exposure of the cells to the drug (4 h; Fig. 6e).

Finally, to evaluate the effect of γ-tubulin protein levels on mtDNA replication, we altered γ-tubulin levels in a synchronized cell population. We found that in the crude mitochondria fraction of *γTubulin*sh-MCF10A cells, reduced protein levels of γ-tubulin had enhanced the protein levels of the mitochondrial-specific DNA polymerase gamma^29^ as the cells progressed through S-phase (Fig. 6f), which provides us with a potential molecular mechanism accounting for the observed rise in mtDNA.

### γ-*Tubulin* knockdown affects mitochondrial function

In healthy mitochondria, the action of enzymes of the electron transport chain in the inner membrane of the mitochondria generates a proton gradient across the membrane, which drives the production of ATP. To determine whether endogenous γ-tubulin is essential for mitochondrial function, we measured in single cells the membrane potential by recording the accumulation of the cell-permeant dye tetramethylrhodamine methyl ester (TMRM). In cells with a polarized and intact inner mitochondrial membrane (∆ψ_m_), TMRM signal is bright, and the signal decreases upon hyperpolarization of the inner mitochondrial membrane, as a result of increased proton transport over the membrane. To examine these processes, we reduced the endogenous levels of γ-tubulin in U2OS cells by expression of *γTubulin* sgRNA (*γ*sgRNAU2OS). We added back γ-tubulin by stably co-expressing *γTubulin* sgRNA and a sg-resistant human *γTubulin* gene (*γ*sgRNAU2OS-γ-tubulin_resist_; Fig. 7a, Supplementary Fig. 4). In comparison to U2OS and *γ*sgRNAU2OS-γ-tubulin_resist_ cells, *γ*sgRNAU2OS cells responded to increased glucose levels by less polarization (lower decrease of signal; grey trace in Fig. 7b) of the inner mitochondrial membrane. This implies that the mitochondrial function in *γ*sgRNAU2OS cells is negatively affected in the absence of γ-tubulin. Inhibition of ATP synthase with oligomycin did not differentially affect the ∆ψ_m_ in any of the cells. These data confirm that γ-tubulin is necessary for robust function of the inner mitochondrial membrane. Similarly, the uncoupler of mitochondrial oxidative phosphorylation FCCP disrupted the ∆ψ_m_ of U2OS, *γ*sgRNAU2OS and *γ*sgRNAU2OS-γ-tubulin_resist_ cells equally (Fig. 7b), demonstrating that the mitochondrial transport and ATP phosphorylation are robustly coupled.

**Fig. 7:**
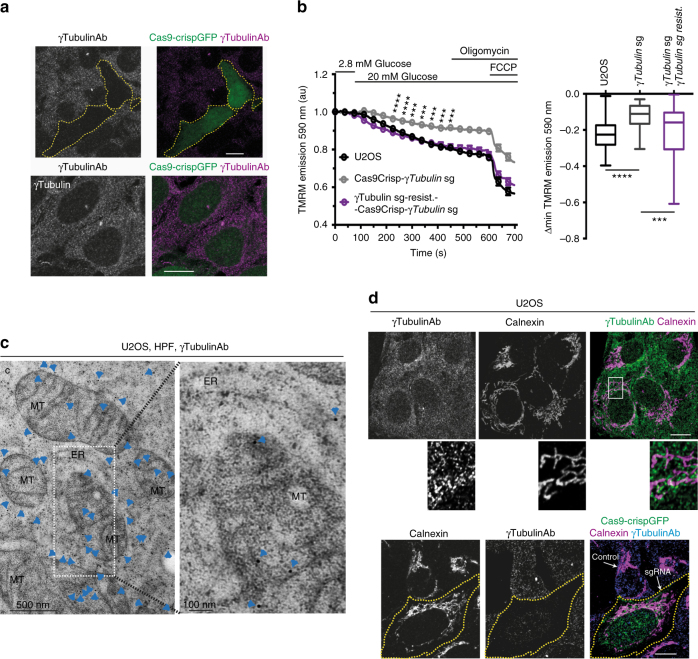
Sg-mediated knockdown of γ-*Tubulin* affects the activity of the mitochondria, but not the structure of the endoplasmic reticulum. **a** Confocal fluorescence microscopy of fixed U2OS stably expressing *γTubulin* sgRNA (Cas9-crispGFP) along or with a *γTubulin* sgRNA resistant gene (γTubulin). The protein levels of γ-tubulin in *γTubulin* sgRNA expressing cells were immunostained with an anti-γ-tubulin antibody (γTubulinAb) originating in mouse (*N* = 5). **b** U2OS were transfected with *γTubulin* sgRNA (Cas9Crisp-*γTubulin* sg) at day 0 and incubated for 7 days. Graphs show the mitochondrial membrane potential changes and the maximal hyperpolarization (maximal drop in emission) before oligomycin treatment (Δmin TMRM emission 590 nm) of single U2OS cells or single U2OS cells transiently expressing *γTubulin* sgRNA alone or with a *γTubulin* sgRNA resistant gene (γTubulin sg-resist.). The mitochondrial membrane potential was analyzed after addition of 20 mM glucose, 4 μg/ml oligomycin and 1 μM FCCP by recording the mitochondrial accumulation of the cell-permeant dye tetramethylrhodamine methyl ester (TMRM; mean ± SEM; unpaired two tailed Student’s *t*-test, Cas9Crisp-*γTubulin*sg vs. Cas9Crisp-*γTubulin*sg-γTubulin sg-resist, ***P < 0.001, ****P < 0.0001; U2OS, *N* = 107 cells; Cas9Crisp-*γTubulin*sg *N* = 46 cells; Cas9Crisp-*γTubulin*sg-γTubulin sg-resist. *N* = 128 cells). **c** Immunoelectron microscopy detection of endogenous γ-tubulin using an anti-γ-tubulin antibody that originated in rabbit, and gold conjugated protein A (γTubulinAb) in high-pressure frozen (HPF) U2OS cells. Images show the cytosol (C), mitochondria (MT) and endoplasmic reticulum (ER) of a U2OS cell. White dashed box shows the magnified area displayed in the inset (*N* = 5). **d** Confocal fluorescent microscopy of fixed U2OS or fixed U2OS transiently expressing *γTubulin* sgRNA (Cas9-crispGFP) that were immunostained with an anti-γ-tubulin (γTubulinAb) antibody that originated in rabbit, and with an antibody that recognized the ER marker calnexin (*N* = 5). Please, see Supplementary Fig. 4

### The endoplasmic reticulum is not affected by γ-tubulin

Considering the regulatory role of γTURC’s association with the Golgi membrane-associated GMAP-210 protein in the proper positioning and biogenesis of the Golgi apparatus^30^, we investigated the possibility that γ-tubulin also interacts with and affects the morphology of the endoplasmic reticulum (ER). Immunoelectron microscopy of high-pressure frozen U2OS cells with an anti-γ-tubulin antibody showed that the anti-γ-tubulin antibody recognized the membrane of the ER (Fig. 7c). Immunofluorescent analysis of fixed U2OS cells co-stained with an antibody that recognized the ER marker calnexin and an anti-γ-tubulin antibody confirmed that the anti-γ-tubulin antibody recognized the membrane of the ER (Fig. 7d). To analyze the possible effects of the association between γ-strings and ER, we immunofluorescently co-stained endogenous γ-tubulin and the ER, in U2OS and *γ*sgRNAU2OS cells (Fig. 7d). We found that *γTubulin* sgRNA mediated depletion of γ-tubulin did not affect the morphology of the ER (Fig. 7d). Together these data suggest that γ-tubulin is associated with the endoplasmic reticulum, but these interactions do not have an impact on the morphology of the ER.

### The metabolite fumarate affects the γ-string meshwork

A membrane-associated protein meshwork that regulates mitochondrial homeostasis may provide a cell with a tool to connect the cellular metabolic status with the mitochondrial respiratory chain. To test this hypothesis, we increased the endogenous levels of the metabolite fumarate by treating U2OS cells with DMF^11, 31^, a γ-tubulin inhibitor (Supplementary Fig. 5c) that is a cell-permeable derivative of fumarate. We then measured the activity of the succinate-tetrazolium reductase system in the respiratory chain of the mitochondria, as well as monitoring DMF’s effect on the mitochondrial network by immunofluorescence. Similar to CDA treatment, DMF impaired mitochondrial respiratory capacity in the treated cells (Fig. 8a). Moreover, the effect of both DMF and CDA on the mitochondrial succinate-tetrazolium reductase system was attenuated by reduced levels of γ-tubulin (Fig. 8b), which confirm that the effects of CDA and DMF on mitochondrial respiration are γ-tubulin dependent. Finally, immunofluorescent microscopy showed that the γ-tubulin inhibitor DMF disassembled γ-strings (Fig. 8a) and with the higher the amount of DMF, the more disassembled the γ-tubulin meshwork became (Fig. 8a). These findings provide a novel cellular mechanism that may synchronize the metabolic status of a cell with its mitochondrial activity.

**Fig. 8:**
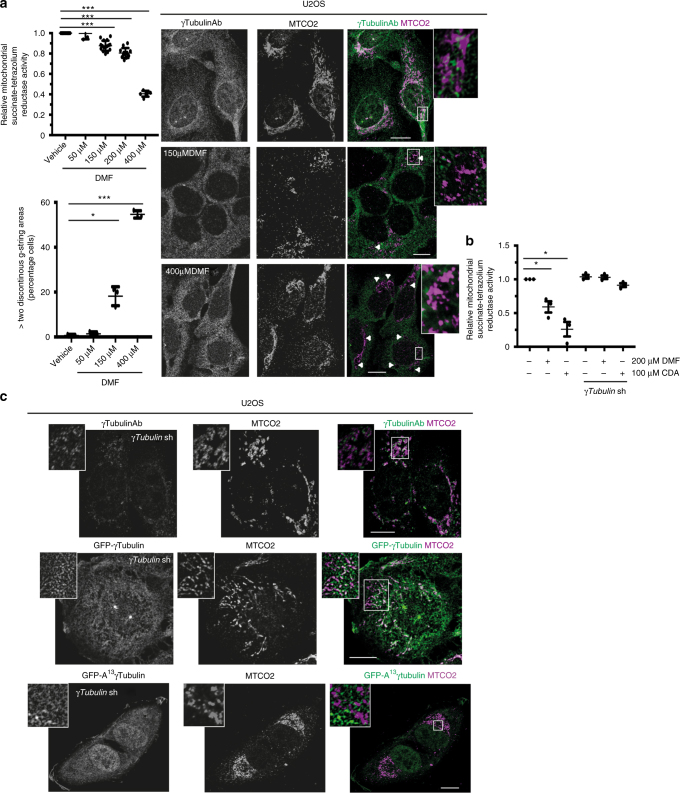
The cellular metabolite fumarate and γ-tubulin controls the shape of the mitochondrial network. **a** Confocal fluorescence images of fixed U2OS cells treated for 4 h with the indicated concentrations of DMF. The images show immunofluorescence stained endogenous γ-tubulin and MTCO2 using an anti-γ-tubulin (γTubulinAb) that originated in mouse, and an anti-MTCO2 antibody. Arrowheads and white boxes show cytosolic areas with discontinuous γ-strings and the magnified areas are displayed in the insets, respectively. WST-1 assay (relative mitochondrial succinate-tetrazolium reductase activity) showing the metabolic activity of DMF-treated U2OS cells (mean ± SD; *N* *=* 4–16, ***P < 0.001). The graph shows the percentage of cells with more than two areas containing discontinuous cytosolic γ-strings. A minimum of 100 cells was counted in each sample, and the percentage of cells was calculated (bottom; mean ± SD; *N* = 3, *P < 0.05, ***P < 0.001). **b** WST-1 assay showing the metabolic activity of DMF and CDA-treated U2OS and U2OS cells stably expressing *γTubulin* shRNA (mean ± SD; *N* = 3, *P < 0.05). **c** Confocal fluorescent microscopy of fixed U2OS cells that stably expressed *γTubulin* shRNA and co-expressed GFP-γ-tubulin_resist_ or GFP-A^13^γ-tubulin_resist_. The fluorescent images show representative areas of immunostained cells with an anti-γ-tubulin antibody, which recognized endogenous γ-tubulin and an endogenous anti-MTCO2, as indicated (*N* = 5). **a**, **c** The white boxes show the magnified areas displayed in the insets. Scale bars are 10 μm in images. Please, see Supplementary Figs. 5 and 6

We therefore investigated whether the γ-tubulin meshwork plays a role in the maintenance of the mitochondrial network. Similar to sgRNA and treatment with DMF (Figs. 2f and 8a), sh-RNAi-induced reduction of γ-tubulin disrupted the mitochondrial network, which became shorter and disorganized, in both *γTubulin*sh-U2OS and *γTubulin*sh-MCF10A cell lines (Fig. 8c, Supplementary Fig. 6a, b). This effect was reversed in U2OS cells by the expression of a shRNA-resistant GFP-γ-tubulin protein (Fig. 8c), but not by the expression of the A13γ-tubulin_resist_ GTPase mutant (Fig. 8c). Finally, treatment of U2OS cells with CDA also altered the mitochondrial network, which became disorganized (Supplementary Fig. 6c). These findings indicate that γ-tubulin expression and its GTPase domain are necessary for the organization of mitochondria in tubular structures.

### Transport to mitochondria affects the γ-tubulin meshwork

Consistent with a dynamic γ-tubulin meshwork, we saw that the γ-tubulin meshwork associated with mitochondria became more distinct upon increased transport to the mitochondria triggered by the transient expression of the mitochondrial-targeting signal enclosed in mito (Fig. 2e, Supplementary Fig. 2c), suggesting that an increased protein transport to mitochondria may trigger rearrangements in the γ-tubulin meshwork. To address this possibility, we ectopically expressed mito in *γTubulin*sh-U2OS-γ-tubulin_resist_ (Fig. 9a) and *γTubulin*sh-U2OS-A^13^γ-tubulin_resist_ (Fig. 9b) cells, or mito and GFP in U2OS cells (Fig. 9c). Live imaging of *γTubulin* sh-U2OS-γ-tubulin_resist_ and GFP-expressing U2OS cells transiently expressing mito showed that in all mito-expressing cells, only GFP-γ-tubulin_resist_ was associated with mito. (Fig. 9a, c). By contrast, we found that the mito localization became dispersed throughout the cells in 30% of *γTubulin*sh-U2OS-A^13^γ-tubulin_resist_ cells, which expressed a γ-tubulin mutant with a defective GTPase domain (Fig. 9b). These data show that increased protein transport to the mitochondria induces the enrichment of GFP-γ-tubulin at mitochondria in a GTP-dependent manner.

**Fig. 9:**
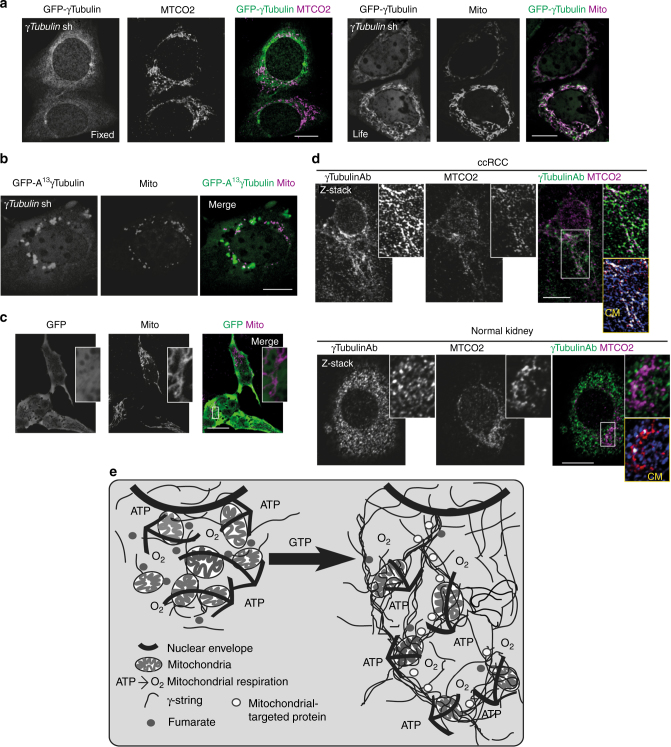
Increased mitochondria protein transport and low cellular mitochondria content affect the γ-tubulin meshwork. **a**–**c** Confocal fluorescent microscopy of fixed and live U2OS cells that stably expressed *γTubulin* shRNA and co-expressed the sh-resistant GFP-γ-tubulin_resist_ (**a**), the Cyst^13^ to Ala^13^ GFP-A^13^γ-tubulin_resist_ (**b**) or GFP (**c**) and transiently expressed pmTurquoise2-mito (mito), as indicated. Endogenous MTCO2 was stained with an anti-MTCO2 antibody (*N* = 3). **d** Average intensity projection of three Z-stack images (Z-stack) of fixed human clear cell renal carcinoma (ccRCC) and human normal kidney cells. Cells were imaged by confocal immunofluorescent staining with an anti-γ-tubulin antibody (γTubulinAb) that originated in mouse, and anti-MTCO2 antibody (*N* = 3). The yellow box shows co-localization pixel-map (CM) of the red and green (blue) channels of the magnified area displayed in the inset. White areas denote colocalized pixels between channels (ccRCC, Person’s *R* = 0.3, fraction of red (MTCO2) overlapping blue (γTubulinAb) M1 = 0.9, fraction of blue overlapping red M2 = 0.8; normal kidney, Person’s *R* = 0.12, M1 = 0.9, M2 = 0.7. **a**–**d** Scale bars 10 μm. **e** The GTPase domain of γ-tubulin is necessary for organizing a meshwork of mitochondria-associated strings that regulates mitochondrial respiratory capacity and gene expression and connects these organelles to the nuclear envelope. The metabolite fumarate and mitochondrial-targeted protein transport regulate the γ-tubulin meshwork. Please, see Supplementary Fig. 2

### The fewer mitochondria, the more pronounced the γ-tubulin tubules

To further characterize the function of the γ-tubulin meshwork, we hypothesized that in a cell population with a need to enhance its respiratory capacity due to low mitochondrial content, for example, the γ-tubulin meshwork could be utilized as a tool to optimize mitochondrial respiration. We subsequently examined primary human clear cell renal carcinoma (ccRCC), as those cells have low mitochondrial content, and normal human kidney cells^32^. Immunofluorescent staining revealed a clear accumulation of mitochondria in γ-tubulin enriched areas in ccRCC (Fig. 9d), indicating that low mitochondrial content affects the organization of the γ-tubulin meshwork. Together, these data demonstrate that γ-strings form a cellular infrastructure component that may provide the cell with a tool to synchronize cellular metabolism by modulating the mitochondrial respiratory capacity.

## Discussion

Although the functions of γ-tubulin have been extensively studied over the past decades, there are still functions that remain to be unravelled. Here, we show that γ-tubulin forms γ-strings and these are enriched between and in mitochondria. The γ-string meshwork interacts with both the mtDNA, and with the inner mitochondrial membrane protein MTCO2, and also affects the replication of mtDNA and expression of mitochondria-related genes. Manipulation of the cellular protein levels of γ-tubulin, or of γ-tubulin GTP binding by either CDA/DMF treatment, or by mutating Cys^13^ on its GTPase domain, disrupts the structure of the γ-tubulin meshwork^11^ and affects mitochondrial respiratory capacity and mass. As the γ-tubulin protein levels drop below 40 % in *γTubulin* sgRNA expressing cells, the mitochondrial membrane potential is impaired and finally the mitochondrial integrity is lost, subsequently realising cytochrome c. In contrast, increased transport to the mitochondria, the expression of the C-terminal DNA-binding domain of γ-tubulin or disruption of γ-tubulin’s NLS, relocates γ-tubulin to the mitochondrial meshwork. Moreover, the cellular mitochondrial content and the metabolite fumarate affect the γ-string meshwork. In view of these observations, we propose that the mitochondria-associated γ-tubulin meshwork provides mitochondria with a structural scaffold that regulates mitochondria function (Fig. 9e). Together, these data provide a novel mechanistic explanation on how the microtubule-independent functions of γ-tubulin affect the metabolic status of a cell.

Changes in mitochondrial network, mass and function occur in response to cellular stress. Fusion, fission and movement of mitochondria maintain the mitochondrial dynamics and morphology. In addition, formation of a mitochondrial network is important for maintaining mtDNA integrity and function^33^. In a previous study, the protein kinesin family member 5B (KIF5B) and polymerised microtubules were shown to mediate the formation of a dynamic mitochondrial network at the cellular periphery^34^. However, how the structure of the mitochondrial network affects the integrity of mtDNA is currently unknown. In this study, we demonstrate that γ-tubulin structurally organises the mitochondrial network and binds to mtDNA. Using the formation of mitochondrial γ-strings, γ-tubulin may link the structure of the mitochondrial network with mtDNA integrity, also potentially mediating the interactions of mitochondria with microtubules^17, 18, 34^.

*TUBG1* knockout mice survive only to morula/blastocyst stages, because a redundant function is activated by expression of *TUBG2* during the first stage of embryonic development^35^. In human neuroblastoma cell lines, both neuronal development and mitochondrial-induced oxidative stress results in upregulation of *TUBG2*, which is considered to be a pro-survival signal^13^. Here we show that *γTubulin* sgRNA mediated depletion of γ-tubulin protein kills cell lines, whereas cell lines stably expressing *γTubulin* shRNA survive with approximately 50% of the γ-tubulin pool, demonstrating an important role of γ-tubulin in cellular homeostasis and cell survival.

γ-Tubulin depletion in *Xenopus laevis* egg extracts prevents nuclear formation, as a border of γ-strings around chromatin is necessary for the formation of the nuclear membrane^5^. Furthermore, the C-terminal region of γ-tubulin contains the DNA-binding domain and stable expression of γ-tubulin^336-451^ co-localizes with the mitochondrial meshwork and nuclear compartment^9, 14^. Both the nuclear compartment and the mitochondria contain chromatin and a double membrane, so accordingly, γ-tubulin associates to both compartments. Taking into consideration that the maintenance and expression of mtDNA depends on the mitochondrial import of many nuclear-encoded proteins that control mitochondrial function^29^, we hypothesize that the accumulation of γ-strings at the nuclear and mitochondrial membranes may connect the cytosolic and DNA-associated γ-tubulin pools. This association may establish a path for transport of proteins to the mitochondria^29^ and for converting cytosolic signals into a gene response^5, 14, 36^.

Proliferating tumour cells have a reprogrammed cell metabolism to sustain cell growth and proliferation that is driven by genetic and non-genetic alterations. In the presence of oxygen, glucose is metabolized in the cytoplasm to pyruvate and then pyruvate is oxidized in the mitochondria^37^. Thus, cell metabolism requires the synchronous production and coordinated transport of metabolites between cell compartments that might be assisted by the γ-tubulin meshwork. Notably, in various tumours and cell lines, the localization and expression of γ-tubulin are altered^38–40^. Thus, the function of γ-tubulin as a regulator of the metabolic status of a cell may be one of various mechanisms that provide tumour cells with metabolic advantages that favour tumour growth.

Interactions between mitochondria and various cytoskeleton networks are known to influence mitochondrial respiration, morphology and cellular localization^18^. Nonetheless, to our knowledge there is no description of the cytoskeletal element that shapes the mitochondria network and synchronizes cytosolic and nuclear events with mitochondrial function. We therefore propose that a network of γ-strings forms a cytosolic meshwork that organises mitochondria and provides a structural basis for the mitochondrial machinery. In this model, the degree of association of γ-strings with mitochondria creates a cellular infrastructure component that may provide cells with a tool to synchronize the cellular metabolism with cellular function (Fig. 9e).

Our results demonstrate the existence and the regulation and function of a novel cytoskeletal element, the γ-string meshwork and provide a logical explanation for the mechanism underlying the location of mitochondria in close vicinity to the nuclear envelope. Furthermore, these findings uncover a novel regulatory mechanism that controls mitochondrial homeostasis.

## Methods

### cDNA and reagents

PmTurquoise2-tagged- mitochondrial-targeting signal from COX8A (amino acids 1–29; plasmid 36208; Addgene, Cambridge, MA, USA) was provided by Dr. D. Gadella^15^. Human pEGFP-γ-tubulin^334–449^ (γ-tubulin (334–449)), pEGFP- sh-resistant *TUBG1* gene, pEGFP-A13-γ-tubulin_resist_, and *γTubulin* shRNA were prepared as previously described^4, 11, 14^. pSpCas9(BB)-2A-GFP *γTubulin* sgRNA, and pcDNA3-sg-resistant *TUBG1* gene were prepared as previously reported^8^. The γ-tubulin fragment γ-tubulin (336-451) was prepared using a Quickchange Mutagensis Kit (Stratagene) and the primers listed in Supplementary Table 3. Finally, excision of the N-terminal region of γ-tubulin (γ-tubulin^336–451^) with *Hin*dIII was performed before re-ligation of the final construct. The Arg399-to-Ala–Lys400-to-Ala–Arg409-to-Ala substitutions in pcDNA3-sg-resistant *TUBG1* gene were prepared using a Quickchange Mutagensis Kit (Stratagene) and the primers listed in Supplementary Table 3. The mutations and constructs were verified by sequencing.

The following antibodies and reagents were used: anti-GFP (1:500), anti-GCP2 (1:500), anti-DRP1 (1:500), anti-Mfn1 (1:500), anti-OPA1 (1:500), anti-cytochrome c (1:400) and anti-calnexin (1:400, all from Santa Cruz Biotechnology, Dallas, USA); anti-γ-tubulin (1:500, mouse, T6557 recognizes the N-terminal amino acids 38 to 53 of γ-tubulin and rabbit, T3320, recognizes the C-terminal amino acids 437 to 451 of γ-tubulin, antibodies, Sigma-Aldrich, Saint Louis, USA), anti-α-tubulin (1:1000, Millipore, California, USA); anti-MTCO2, anti-HTATIP2, anti-ATP6, anti-SLC25A6, (1:400, Abcam, Cambridge, UK); anti-cox8 (1:500, Atlas antibodies, Stockholm, Sweden); anti-histone (1:400, Merck); MitoTracker Red CMXRos (Molecular Probes); citral dimethyl acetal and dimethyl fumarate (Sigma-Aldrich, Munich, Germany). All other reagents were obtained from Sigma-Aldrich.

Total lysates from cells, and Western blot analysis were prepared as reported^4, 14, 41^.

### Cell culture

Human osteosarcoma U2OS, human retinoblastoma Y79 and human mammary gland epithelia MCF10A cells were cultured as described^4, 11^. Stably or transient transfected *γTubulin* shRNA, pEGFP-γ-tubulin_resist_, pEGFP-A13-γ-tubulin_resist_, γ-tubulin_sgrest_, γ-tubulin^R399A-K400A-R409A^_sgrest_ and γ-tubulin^336–451^ U2OS, and MCF10A cells were obtained as described in Supplementary Table 4 and elsewhere^11^.

Primary human kidney epithelial and renal carcinoma cells were isolated after informed consent was obtained from participants. Primary cells were cultured from patient nephrectomies and subsequent analyses were performed in accordance with the ethical approval from Lund University ethical committee (LU680-08 and LU 289-07). An experienced pathologist classified tumours as ccRCCs. Normal samples were collected from healthy kidney cortex farthest from the tumour. Excised tissue was cut in pieces and incubated overnight with 300 U/ml Collagenase type I (Gibco) and with 200 U/ml DNAse I (Sigma) in full media. The following day, cells were collected and incubated for 5 min with trypsin. The remaining cell suspension was serially filtered through 40 µm and 20 µm filcons. Isolated cells were grown in DMEM high glucose supplemented with 10% FBS and 1% penicillin/streptavidin (Thermo Scientific). All cell lines were routinely tested for the presence of mycoplasma.

U2OS cells were transfected with sgRNA and examined on day seven or for the indicated period of time^9, 11^. Cas9-crispGFP expressing cells (GFP-expressing cells) were counted in a fluorescence microscope in each sample.

### Fluorescent imaging microscopy

U2OS cells were cultured on coverslips and fixed as described previously^9, 11, 42^. Coverslips were then incubated in PBS staining buffer (PBSB; PBS, 1% Fetal Calf Serum and 0.5% BSA) to prevent non-specific antibody binding. Cells were incubated (1 h) with primary antibody (in PBSB), washed with PBSB, and incubated with Alexa488-labelled, Cy3-labelled, Dylight-labelled or Alexa647-labelled secondary antibody (Jackson). Slides were washed and mounted in Vectashield with diamidino-2-phenylindole (DAPI; Vector laboratories, Burlingame, California) or in slowFade Gold reagent (super resolution, ThermoFisher Scientific). Cells were treated with DMF or CDA for 20 h before imaging. A minimum of 100 cells was counted in each sample, and the percentage of cells was calculated. Super-resolution images were captured with an ELYRA PS.1 SIM/PALM super-resolution structured illumination (SR–SIM; Carl Zeiss) with an alpha Plan-Apochromat ×100 NA 1.46 oil immersion objective. The SR–SIM performed a multiple image acquisition procedure with varying illumination patterns and then used Zen software to reconstruct the acquired images into one super-resolved image that had double the spatial resolution in compared to a wide-field image.

Confocal and fluorescence imaging were performed using a Zeiss LSM 700 Axio Observer microscope with a Plan-Apochromat ×63 NA 1.40 oil immersion objective. Sequential images were collected at 0.2-µm or 0.34-µm intervals. All images captured with the Zeiss LSM 700 Axio Observer microscope that are presented in this article were subjected to a rolling ball background subtraction (Fiji). Co-localization analysis, 3D projections, and processing of images were carried out with ImageJ (Fiji) software. The plug-ins “just another co-localization” in Fiji and “colocalization threshold” were used to determine co-localization between two channels^43^. In short, a cote’s background subtraction was applied^44^ before determining the Pearsons’s correlation coefficient (Pearson’s *R*), Manders split coefficients above cote’s threshold (Manders’ M1 & M2), and colocalized pixel maps.

Near simultaneous Cas9-crispGFP/DIC imaging sequences were collected and analyzed as described elsewhere^9, 11^. Time-lapse images were captured every 8 min.

### Cell fractionation, Immunoprecipitation and Western blot analysis

Purification of the crude mitochondrial fraction from MCF10A and U2OS cells (20 × 10^6^/sample) were prepared as follows. Cells were first lysed in buffer containing 0.1% triton X-100 (BADT^9^) and the resulting supernatant was the total cytosolic lysate. The remaining pellet containing the crude mitochondria fraction and nuclei was resuspended in 300 ml of cold BAD buffer and drawn slowly into a 21 g ½ needle and ejected with one stroke 10 times. The chromatin fraction was removed by centrifuged the nuclei at 1,700×*g* for 5 min at 4 °C. The resulting supernatant was pooled together with the total cytosolic lysate and further centrifuged at 10,000×*g* for 10 min at 4 ^o^C. The pelleted crude mitochondria fraction was resuspended in immunoprecipitation buffer (100 mM tris, pH 7.5, 300 mM NaCl, 2 mM dithiothreitol [DTT], 2 mM EGTA, 2 mM MgCl_2_, 1% Triton X-100, 250 mM phenylmethylsulfonyl fluoride [PMSF] and 100 mM Na_3_VO_4_, 0.5 mg/ml aprotinina, 0.5 mg/ml leupeptin and 0.5 mg/ml pepstatin) and further solubilized by a short sonication (3 × 5 s). The final extracts were thereafter divided into three samples and subjected to immunoprecipitation as described^9, 14^. Total cell lysates^41^, and the different immunoprecipitates were analyzed by Western blotting using MTCO2 as molecular marker for inner mitochondrial membrane, as described^41^.

For immunofluorescence staining, mitochondria were prepared as described above. The crude mitochondria fraction was resuspended in 300 µl network assembly buffer (NAB: 40 mM hepes, pH 7.2, 150 mM NaCl, 1 mM DTT, 1 mM EGTA, 1 mM MgCl_2_, 250 mM sucrose, 2 mM GTP, 250 mM phenylmethylsulfonyl fluoride (PMSF) and 100 mM Na_3_VO_4_, 0.5 mg/ml aprotinina, 0.5 mg/ml leupeptin and 0.5 mg/ml pepstatin) and incubated for 1 h at 22 °C. Network assembly was ended by addition of 3% formaldehyde. Immunostaining of assembled mitochondrial network were performed by first air-drying 10 µl of the network on a Superfrost Plus glass slide (Thermo Scientific, USA) and thereafter were permeabilized for 3 min with methanol/acetone (1:1; v/v) at -80 °C before immunofluorescence stained as described elsewhere^4^.

Purification of the mitochondrial fraction from MCF10A cells (20 × 10^6^/sample) was prepared as follows. To remove possible cytoskeletal elements attached to mitochondria, cells were pre-incubated for 15 min with culture medium containing 100 ng/ml colcemid and 5 µg/ml cytochalasin B (37 °C, 5% CO_2_)^4, 5, 8^. Thereafter, purification of the mitochondrial fraction by a Percoll density gradient centrifugation was prepared as described elsewhere^45, 46^, with the following modifications. Cells were lysed on ice in a dounce homogenizern in 1 ml cold homogenisation buffer (HB: 5 mM hepes, pH 7.2, 210 mM mannitol, 70 mM sucrose, phenylmethylsulfonyl fluoride (PMSF) and 100 mM Na_3_VO_4_, 0.5 mg/ml aprotinina, 0.5 mg/ml leupeptin and 0.5 mg/ml pepstatin). The cell debris, unbroken cells, and nuclei were removed by centrifugation (1300×*g* for 5 min at 4 °C). The nuclear membrane fraction was obtained by resuspending and preparing lysates of the first pellet as described elsewhere^14^. The obtained nuclear membrane fraction was lysed in sample buffer (SB)^41^. The total cytosolic homogenate was further centrifuged at 10,000×*g* for 10 min at 4 °C and the pellet containing the crude mitochondrial fraction was resuspended in HB supplemented with 1 mM EGTA (HBE) and layered on preformed gradient consisting of 2 ml 30% Percoll layered over 0.8 ml 50% Percoll in HBE buffer in a 4 ml centrifuge tube (Supplementary Fig. 3c). The gradient was subjected to ultracentrifugation for 15 min at 95,000×*g* in a swinging-bucket rotor. Mitochondrial and endoplasmic reticulum fractions were carefully collected with a needle and diluted with HBE buffer (1:5) followed by centrifugation at 17,000×*g* for 10 min. The final pellets were resuspended in SB. The microsome fraction was pelleted by centrifugation of the remaining total cytosolic homogenate at 100,000×*g* for 15 min. Both the final microsome pellets and the cytosolic supernatant were dissolved in SB. The purified fractions were boiled and analyzed by Western blotting.

Uncropped images of all Western blots presented in the study are shown in Supplementary Figs. 7–10.

### Electron microscopy

For high-pressure freezing, U2OS cells were seeded to 100% confluence onto carbon coated (10 nm) 6 mm sapphire discs (Leica) in 12-well dishes (Nunc). Cells were cryo-preserved with high-pressure freezing (HPM100, Leica) followed by freeze substitution (Leica AFS2, Leica) for 48 h at −90 degrees in Acetone with 0.1% Uranyl Acetate and embedded in Lowicryl with polymerization at -25 degrees for 48 h. The 60 nm sections were cut with a Leica Ultracut UC7 (Leica, Wienna, Austria) and collected on one whole formvar coated carbon grids and 200 mesh Nickel grids. The sections were pre-incubated for 30 min with pre-incubation buffer (50 mM glysine, 0.1% sodium borhydride NaBH_4_, 0.05 M Tris pH 7.4, 0.1% Triton), before incubation with polyclonal anti-γ-tubulin antibody (T3320) in TBST (0,05 M Tris pH 7.4, 0.1% Triton, 1% BSA) for 2 h at room temperature, followed by 1 h incubation with gold conjugated protein A (1:100, 10 nm gold; Agar Scientific, Essex, UK) in TBST. Final staining was performed with filtered 0.5% uranyl acetate for 10 min.

For preparation of the crude mitochondrial fraction, mitochondria were prepared as described above but in the absence of triton X-100. Pellets of mitochondria were embedded in low-melting point agarose and fixed 2% v/v glutaraldehyde in 0.05 M sodium phosphate buffer (pH 7.4). Samples were rinsed three times in 0.15 M sodium cacodylate buffer (pH 7.4) and subsequently post-fixed in 1% w/v osmium tetroxide and 0.05 M potassium ferricyanide in 0.12 M sodium cacodylate buffer (pH 7.4) for 2 h. The specimens were dehydrated in graded series of ethanol, transferred to propylene oxide and embedded in Epon according to manufacturer’s instructions. Sections were prepared as above and stained with uranyl acetate and lead citrate. High-pressure frozen and mitochondrial samples were examined with a Philips CM 100 TEM (Philips, Eindhoven, The Netherlands), operated at an accelerating voltage of 80 kV. Digital images were recorded with an OSIS Veleta digital slow scan 2k × 2k CCD camera and the ITEM software package.

### Chromatin immunoprecipitation and expression analyses

Chromatin immunoprecipitation (ChIP) was described elsewhere^14^. ChIPs were performed using rabbit polyclonal antibodies: a mixture (1:1) of anti-γ-tubulin T3320 and affinity purified anti-γ-tubulin T5192 (Sigma). Coprecipitated chromatin from U2OS cells was analyzed by PCR for the presence of mitochondrial DNA between the following base pairs: 1880–2186, 2423–2640, 10,654–10,854 and 15,102–15,370, with the oligos listed in Supplementary Table 3. Uncropped images of ChIP analysis presented in the Fig. 4b are shown in Supplementary Figures 8.

Alternatively, coprecipitated chromatin from S-phase synchronized MCF10A and MCF10A cells stably expressing γTubulin shRNA were sequenced using the Proton system (ThermoFisher) according to the manufactures. In brief, a DNA sample was fragmented using the S2 system from Covaris. End repair and adaptor ligation were performed by the AB Library Builder System (ThermoFisher). Samples were amplified according to the Ion Xpress™ Plus and Ion Plus Library Preparation for the AB Library Builder™* System* protocol and size selected with a target range of 220-310 bp (Blue Pippin™, Sage Science). Library size and concentration were assessed by a Bioanalyzer High Sensitivity Chip (Agilent Technologies) and by the Fragment Analyzer system (Advanced Analytical). Samples were pooled together in sets of two, followed by template preparation on the Ion Chef™ System using the Ion PI Hi-Q Chef Kit (ThermoFisher). Samples were then loaded on Ion PI™ v3 chips and sequenced on the Ion Proton™ System using the Ion PI™ Hi-Q Sequencing 200 Kit chemistry (200 bp read length, ThermoFisher).

Total RNA from MCF10A and *γTubulin*sh-MCF10A cells was prepared as previous described^4, 14^. Thereafter, 50 ng of total RNA was reverse transcribed according to Ion AmpliSeq™ Transcriptome Human Gene Expression Kit Preparation protocol (ThermoFisher). The cDNA was amplified using Ion AmpliSeq™ Transcriptome Human Gene Expression core panel (ThermoFisher) and the primer sequences were then partially digested. Adaptors (Ion P1 Adapter and Ion Xpress™ Barcode Adapter, Life Technologies) were then ligated to the amplicons. Adaptor ligated amplicons were purified using Agencourt® AMPure® XP reagent (Beckman Coulter) and eluted in amplification mix (Platinum® PCR SuperMix High Fidelity and Library Amplification Primer Mix, ThermoFisher) and amplified. Size-selection and purification was conducted using Agencourt® AMPure® XP reagent (Beckman Coulter). The amplicons were quantified using the 2100 Bioanalyzer® (Agilent) with High Sensitivity DNA Kit (Agilent.) Samples were then pooled, six per pool, followed by emulsion PCR on the Ion OneTouch™ 2 System using the Ion PI™ Hi-Q™ OT2 Kit (ThermoFisher). The pooled samples were loaded on Ion PI™ v3 chips and sequenced on the Ion Proton™ System using the Ion PI™ Hi-Q Sequencing 200 Kit chemistry (200 bp read length, ThermoFisher).

### RNA-seq and ChIP-seq analysis

RNA-seq reads were mapped to the reference genome (including the mitochondria genome) using TopHat^47^ (version 2.0.9, parameters: read mismatches: 2, -read gap length: 2, -max insertion length: 3, -max deletion length: 3). The python package HTSeq^48^ (version: 0.6.0) was used to produce the count table (a table counted number of reads mapped to each gene). We calculated the RPKM value for each gene based on count table using locally developed Perl code. Differential gene expression analysis was performed using edgeR^49^. An FDR cutoff of 0.05 was used to select significantly differentially expressed genes. ChIP-seq reads were mapped to the reference genome Bowtie^50^ (version 1.0.0, parameters: -m: 1). The mitochondria genome was downloaded from Ensembl (ftp://ftp.ensembl.org/pub/release-75/fasta/homo_sapiens/dna/) and included in the reference genome for mapping. Differential peak analysis was performed using the bggdiff tool as part of MACS2 ChIP-seq analysis package^20^ (version: 2.1.1, parameter: -g: 100, -cutoff: 3, -min len: 200, -depth1: 1, -depth2: 1).

Gene set enrichment analysis (GSEA) was performed using software obtained at http://software.broadinstitute.org/gsea/index.jsp, using 58 mitochondria-related gene sets provided in MSigDB (http://software.broadinstitute.org/gsea/msigdb/index.jsp) and a customized gene set constructed using MitoCarta^23^.

### Measurement of mitochondrial respiration and membrane potential (∆ψ_m_)

Measurement of oxygen consumption rate per cell was performed in a Seahorse XF24 Extracellular Flux Analyzer (SeaHorse Bioscience, North Billerica, MA, USA) according to the manufacturer’s instructions. In brief, before measurement the medium was changed to non-buffered XF Assay medium and cells were treated with 100 µM CDA or DMF for 2 h in a non-CO_2_ chamber after which the oxygen consumption rate was analyzed. Oxygen consumption rate was determined following injection of 4 mg/ml oligomycin (ATP synthase inhibition), 1 mM FCCP (uncoupler of mitochondrial oxidative phosphorylation; Abcam, Cambridge, UK) and 0.5 mM Rotenone (interferes with the electron transport chain in mitochondria by inhibiting the electron transferring activity of Complex I) according to instructions for the Cell Mito Stress Test (SeaHorse Bioscience). Each sample was run in four replicates.

For ∆ψ_m_ measurements, cells were pre-loaded with low K buffer (135 mM NaCl, 3.6 mM KCl, 1.5 mM CaCl_2_, 0.5 mM MgSO_4_, 0.5 mM Na_2_HPO_4_, 10 mM HEPES, 5 mM NaHCO_3_, pH 7.4) supplemented with 2.5 µM cyclosporin A (prevents permeability transition pore opening and dye leakage from mitochondria), 2.8 mM glucose and 100 nM tetramethylrhodamine methyl ester (TMRM; Invitrogen) for 2 h. After washing the cells once with low K buffer, cells were resuspended in low K buffer supplemented with 2.8 mM glucose. TMRM fluorescence measurements were performed using 543-nm excitation, 585-nm long pass emission filter settings on a Zeiss LSM510 inverted confocal fluorescence microscope. ∆ψ_m_ measurements were performed in quench mode^51^.

### Cellular thermal shift assay

To demonstrate that CDA and DMF directly bind to γ-tubulin we monitor the effect of the drugs on the thermodynamic stabilization of γ-tubulin upon ligand binding, as described elsewhere^52^. In brief, Y79 were treated with 100 µM CDA, 150 µM DMF or vehicle (DMSO) for 1 h. After removing the supplemented culture media, cells were resuspended in PBS supplemented with protease inhibitors (2 × 10^6^cells/ml) and heat-treated as described^52^. Cell lysates were prepared by freeze-thaw the cells three times. The resulting cell lysates were analyzed by Western blotting using an anti-γ-tubulin and an anti-α-tubulin antibody^41^.

### Proliferation assay and cell cycle analysis

Metabolic activity was analyzed with WST-1 cell proliferation assay (Roche) according to the manufacturer’s instructions. In short, 8 h before measurement, 100 μl of resuspended U2OS cells or U2OS cells transiently expressing human *γTubulin* shRNA or resuspended U2OS cells supplemented with either 100 µM CDA or various concentrations of DMF were plated at a concentration of 180 cells/μl in 96-well plates. 4 h before measurement, 10 μl of WST-1 reagent was added into each well, and the absorbance was measured at 450 nm using Fluostar omega Microplate Reader (BMG labtech).

For cell synchronization, cells were arrested at early S-phase by presynchronization with thymidine as previously described^9^ and released for different periods. Cells were ethanol-fixed and cell cycle progression was analyzed in a Nucleocounter^®^ NC-3000™ by measuring cell DNA content with diamidino-2-phenylindole (DAPI) as described by the manufacturer (ChemoMetec, Denmark). Cell cycle profiles were analyzed with FlowJo (Tree Star, Inc.).

### Statistical analysis

All data are expressed as ±SEM or SD, as indicated, and statistical significance of the differences between two groups or more was analyzed by paired Student’s *t*-test unless otherwise indicated (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). Western blotting bands were quantitated with ImageJ software.

### Availability of data and material

Raw sequence data and processed files are publicly available at NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo) under the following accession numbers: GSM2884568, GSM2884569, GSM2884570, GSM2884571, GSM2884576, GSM2884577, GSM2884578, GSM2884579, GSM2884584, GSM2884585, GSM2884586, GSM2884587, GSM2884588, GSM2884589, GSM2884590, and GSM2884591. All other data not present in the manuscript or supporting materials are available from the corresponding author upon request.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

# Supplementary material for: The GTPase domain of gamma-tubulin is required for normal mitochondrial function and spatial organization
**Source:** Commun Biol. 2018 May 3;1:37. doi: 10.1038/s42003-018-0037-3
**Supplement:** Supplementary file 1 — Supplementary Information

| Gene set                                                                                                        | Enrichment score | Normalized enrichment score | P value               | FDR  |
|-----------------------------------------------------------------------------------------------------------------|------------------|-----------------------------|-----------------------|------|
| GO REGULATION OF MITOCHONDRIAL MEMBRANE PERMEABILITY INVOLVED IN APOPTOTIC PROCESS                              | -0.66            | -1.76                       | $<2.2 \cdot 10^{-16}$ | 0.04 |
| GO POSITIVE REGULATION OF MITOCHONDRIAL MEMBRANE PERMEABILITY                                                   | -0.64            | -1.65                       | 0.01                  | 0.11 |
| GO POSITIVE REGULATION OF MITOCHONDRIAL OUTER MEMBRANE PERMEABILIZATION INVOLVED IN APOPTOTIC SIGNALING PATHWAY | -0.55            | -1.60                       | 0.01                  | 0.13 |
| GO REGULATION OF MITOCHONDRIAL OUTERMEMBRANE PERMEABILIZATION INVOLVED IN APOPTOTIC SIGNALING PATHWAY           | -0.53            | -1.60                       | 0.01                  | 0.10 |
| GO RELEASE OF CYTOCHROME C FROM MITOCHONDRIA                                                                    | -0.57            | -1.52                       | 0.03                  | 0.18 |
| GO MITOCHONDRIAL MEMBRANE ORGANIZATION                                                                          | -0.44            | -1.48                       | 0.01                  | 0.22 |
| GO REGULATION OF MITOCHONDRIAL DEPOLARIZATION                                                                   | -0.58            | -1.43                       | 0.06                  | 0.28 |
| GO INTRINSIC COMPONENT OF MITOCHONDRIAL MEMBRANE                                                                | -0.45            | -1.36                       | 0.08                  | 0.41 |
| GO INTRINSIC COMPONENT OF MITOCHONDRIAL INNER MEMBRANE                                                          | -0.53            | -1.36                       | 0.12                  | 0.37 |
| GO APOPTOTIC MITOCHONDRIAL CHANGES                                                                              | -0.43            | -1.35                       | 0.06                  | 0.35 |

**Supplementary Table 1.** Gamma-tubulin expression significantly correlates with mitochondrial related process. The top 10 gene sets found to be enriched in samples prepared from  $\gamma$ TUBULIN shRNA expressing MCF10A cells

| Gene set                                                            | Enrichment score | Normalized enrichment score | P value                | FDR                    |
|---------------------------------------------------------------------|------------------|-----------------------------|------------------------|------------------------|
| REACTOME RNA, POL I, RNA POL III, AND MITOCHONDRIAL TRANSCRIPTION   | 0.52             | 2.27                        | $<2.2 \times 10^{-16}$ | $<2.2 \times 10^{-16}$ |
| GO OUTER MITOCHONDRIAL MEMBRANE PROTEIN COMPLEX                     | 0.57             | 1.44                        | 0.10                   | 0.40                   |
| GO NEGATIVE REGULATION OF RELEASE OF CYTOCHROME C FROM MITOCHONDRIA | 0.44             | 1.28                        | 0.14                   | 0.61                   |
| GO MITOCHONDRIAL CALCIUM ION HOMEOSTASIS                            | 0.49             | 1.27                        | 0.18                   | 0.47                   |
| GO MITOCHONDRIAL CALCIUM ION TRANSPORT                              | 0.51             | 1.19                        | 0.27                   | 0.53                   |
| GO MITOCHONDRIAL ELECTRON TRANSPORT UBIQUINOL TO CYTOCHROME C       | 0.40             | 1.08                        | 0.34                   | 0.71                   |
| GO MITOCHONDRIAL PROTEIN COMPLEX                                    | 0.23             | 1.05                        | 0.31                   | 0.69                   |
| GO MITOCHONDRIAL ELECTRON TRANSPORT NADH TO UBIQUINONE              | 0.28             | 1.02                        | 0.40                   | 0.69                   |
| GO RESPONSE TO MITOCHONDRIAL DEPOLARISATION                         | 0.21             | 0.91                        | 0.73                   | 0.88                   |
| GO MITOPHAGY IN RESPONSE TO MITOCHONDRIAL DEPOLARIZATION            | 0.21             | 0.91                        | 0.74                   | 0.79                   |

**Supplementary Table 2.** Gamma-tubulin expression significantly correlates with mitochondrial related process. The top 10 gene sets found to be enriched in samples prepared from MCF10A cells

| A. Primer used for mutagenesis, mutated or inserted bases underlined |                                      |                                                             |                                                                  |
|----------------------------------------------------------------------|--------------------------------------|-------------------------------------------------------------|------------------------------------------------------------------|
| Gene                                                                 | Mutation                             | Forward primer                                              | Reverse primer                                                   |
| TUBG1                                                                | $\gamma$ -tubulin <sup>336-451</sup> | <u>CACCCAGGTCCACAAGCTTGA</u><br><u>TGAGCTTGCAGAGGATCC</u>   | <u>GGATCCTCTGCAAGCTCATCAA</u><br><u>GCTTGTGGACCTGGGTG</u>        |
| TUBG1                                                                | R399A–K400A–R409A                    | <u>5'CAGTATGACAAGCTGGCTG</u><br><u>CGCGGGAGGCCTTCCTGG3'</u> | <u>CCAGGAAGGCCTCCCGCGC</u> <u>CAG</u><br><u>CCAGCTTGTCATACTG</u> |
| B. Primer used for amplification                                     |                                      |                                                             |                                                                  |
| Gene targeted                                                        | Forward primer                       |                                                             | Reverse primer                                                   |
| $\gamma$ -tubulin <sup>336-451</sup>                                 | GCGAAGCTTATGAGCTTGCAGAGGATCC         |                                                             | GCGGAATTCTCACTGCTCCTGGGTG<br>CCCCAGGAGAT                         |
| C. Primer used for detection of mitochondrial DNA                    |                                      |                                                             |                                                                  |
| Amplified region                                                     | Forward primer                       |                                                             | Reverse primer                                                   |
| 1880-2186                                                            | GCAAGGAGAGCCAAAGCTAAG                |                                                             | CTTTTAGGCCTACTATGGGTG                                            |
| 2423-2640                                                            | CTGTCAACCCAACACAGGCATG               |                                                             | GAGCCATTTCATACAGGTCCCT                                           |
| 10654-10854                                                          | TGCCATACTAGTCTTTGCCGC                |                                                             | GCTGTGGGTGGTTGTGTTGAT                                            |
| 15102-15370                                                          | CCTCCTGCTTGCAACTATAGC                |                                                             | GGTTGTTTGATCCCGTTTCGTG                                           |

**Supplementary Table 3.** Description of mutagenesis and primers used in this study

| A. Modified cell lines |                                         |                                                                     |                 |                                                                                 |
|------------------------|-----------------------------------------|---------------------------------------------------------------------|-----------------|---------------------------------------------------------------------------------|
| Cell line              | Expressing                              | Co-expressing                                                       | Selection       | Denoted                                                                         |
| U2OS                   | $\gamma$ TUBULIN sgRNA<br>Cas9-crispGFP | –                                                                   | GFP             | $\gamma$ TUBULIN sgRNA                                                          |
| U2OS                   | $\gamma$ TUBULIN shRNA                  | –                                                                   | Zeocin          | $\gamma$ TUBULINsh-U2OS                                                         |
| U2OS                   | $\gamma$ TUBULIN shRNA                  | GFP- $\gamma$ -tubulin <sup>334-449</sup>                           | Zeocin,<br>G418 | $\gamma$ TUBULINsh-U2OS- $\gamma$ -<br>tubulin <sup>334-449</sup>               |
| U2OS                   | $\gamma$ -tubulin <sup>336-451</sup>    | –                                                                   | G418            | $\gamma$ -tubulin <sup>336-451</sup>                                            |
| U2OS                   | $\gamma$ TUBULIN sgRNA<br>Cas9-crispGFP | $\gamma$ -tubulin <sub>sgresist.</sub>                              | GFP,<br>G418    | $\gamma$ -tubulin <sub>sgresist.</sub>                                          |
| U2OS                   | $\gamma$ TUBULIN sgRNA<br>Cas9-crispGFP | $\gamma$ -tubulin <sup>R399A-K400A-R409A</sup> <sub>sgresist.</sub> | GFP,<br>G418    | $\gamma$ -tubulin <sup>R399A-K400A-R409A</sup> <sub>sgresist.</sub>             |
| MCF10A                 | $\gamma$ TUBULIN shRNA                  | –                                                                   | Zeocin          | $\gamma$ TUBULINsh-MCF10A                                                       |
| U2OS                   | $\gamma$ TUBULIN shRNA                  | GFP- $\gamma$ -tubulin <sub>resist</sub>                            | Zeocin,<br>G418 | $\gamma$ TUBULINsh-U2OS- $\gamma$ -<br>tubulin <sub>resist</sub>                |
| U2OS                   | $\gamma$ TUBULIN shRNA                  | GFP-A <sup>13</sup> $\gamma$ -tubulin <sub>resist</sub>             | Zeocin,<br>G418 | $\gamma$ TUBULINsh-U2OS-A <sup>13</sup> $\gamma$ -<br>tubulin <sub>resist</sub> |

**Supplementary Table 4.** Description of modified cell lines used in this study

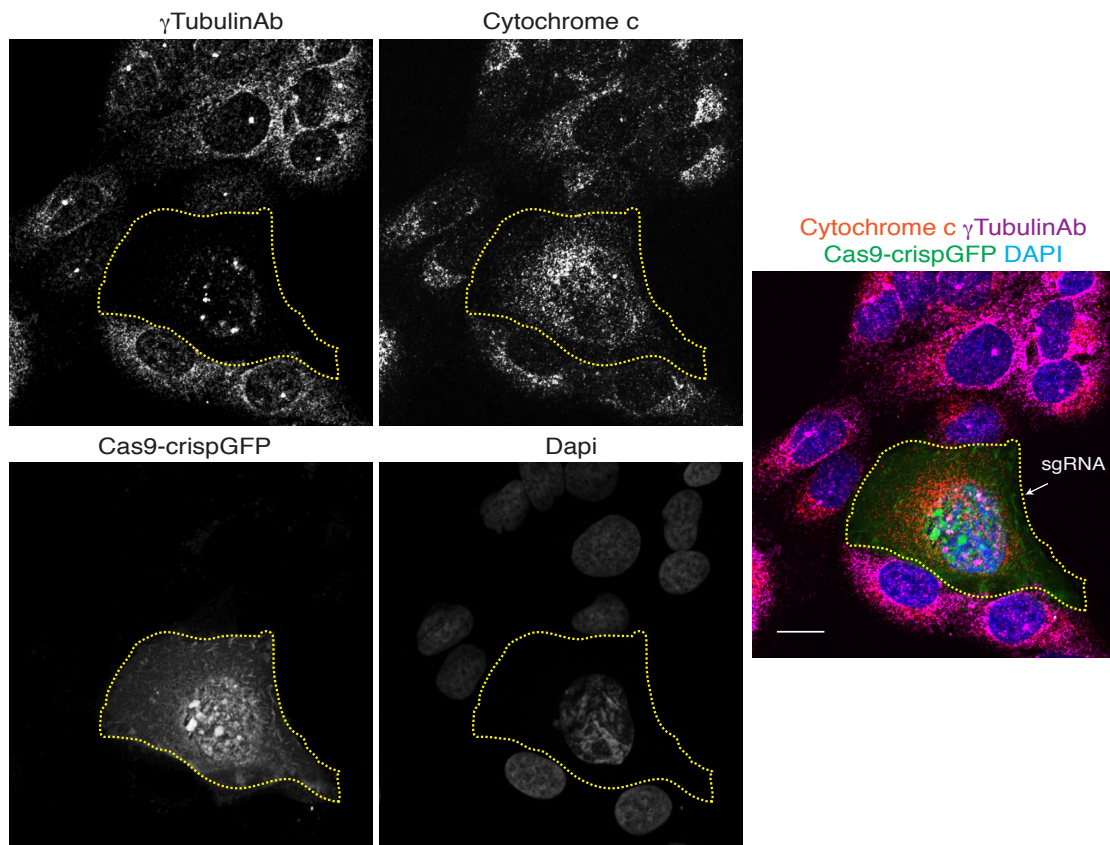

**Supplementary Figure 1:  $\gamma$ -tubulin knockdown causes release of cytochrome c from the mitochondria.** Images show average intensity projection of thirteen confocal Z-stack images of fixed U2OS cells transiently expressing  $\gamma$ TUBULIN sgRNA (Casp9-crispGFP) that were immunostained with an anti-cytochrome c and an anti- $\gamma$ -tubulin antibody originated in rabbit ( $\gamma$ TubulinAb). The chromatin was stained with Dapi ( $N = 4$ ). U2OS were transfected with  $\gamma$ TUBULIN sgRNA at day 0 and incubated for 8 days before fixation.

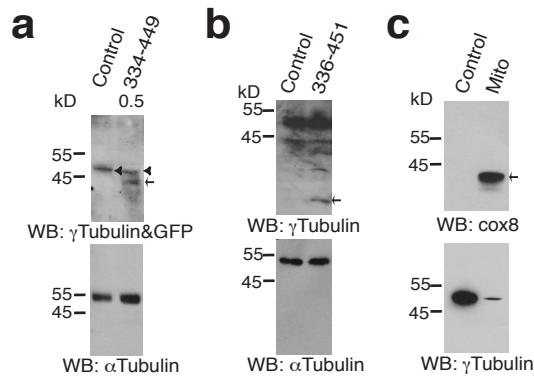

**Supplementary Figure 2: Expression levels of various recombinant proteins in U2OS cells.** (a) Western blots (WB) show total lysates of U2OS (Control) and U2OS cells that stably co-expressed GFP- $\gamma$ -tubulin<sup>334-449</sup> (334-449) and  $\gamma$ TUBULIN shRNA using a mixture (1:1) of an anti- $\gamma$ -tubulin originated in rabbit and anti-GFP antibody. Numbers on WBs indicate the level of depletion of  $\gamma$ -tubulin in the extracts relative to control. To adjust for differences in protein loading, the protein concentration of  $\gamma$ -tubulin was determined by its ratio with  $\alpha$ -tubulin for each sample. The protein ratio in control extracts was set to 1. (b) Total lysates of U2OS or  $\gamma$ -tubulin<sup>336-451</sup> (336-451) were analysed by WB with an anti- $\gamma$ -tubulin originated in rabbit. (a,b) Anti- $\alpha$ -tubulin antibody was used as loading control ( $N = 3$ ). Arrowheads and arrows indicate endogenous- and recombinant- $\gamma$ -tubulin, respectively. (c) WBs show total lysates of U2OS and U2OS cells that transiently expressed mito using an anti- $\gamma$ -tubulin originated in mouse and anti-cox8 antibody. Anti- $\gamma$ -tubulin antibody was used as loading control ( $N = 3$ ). The arrow indicates pmTurquoise2-mito.

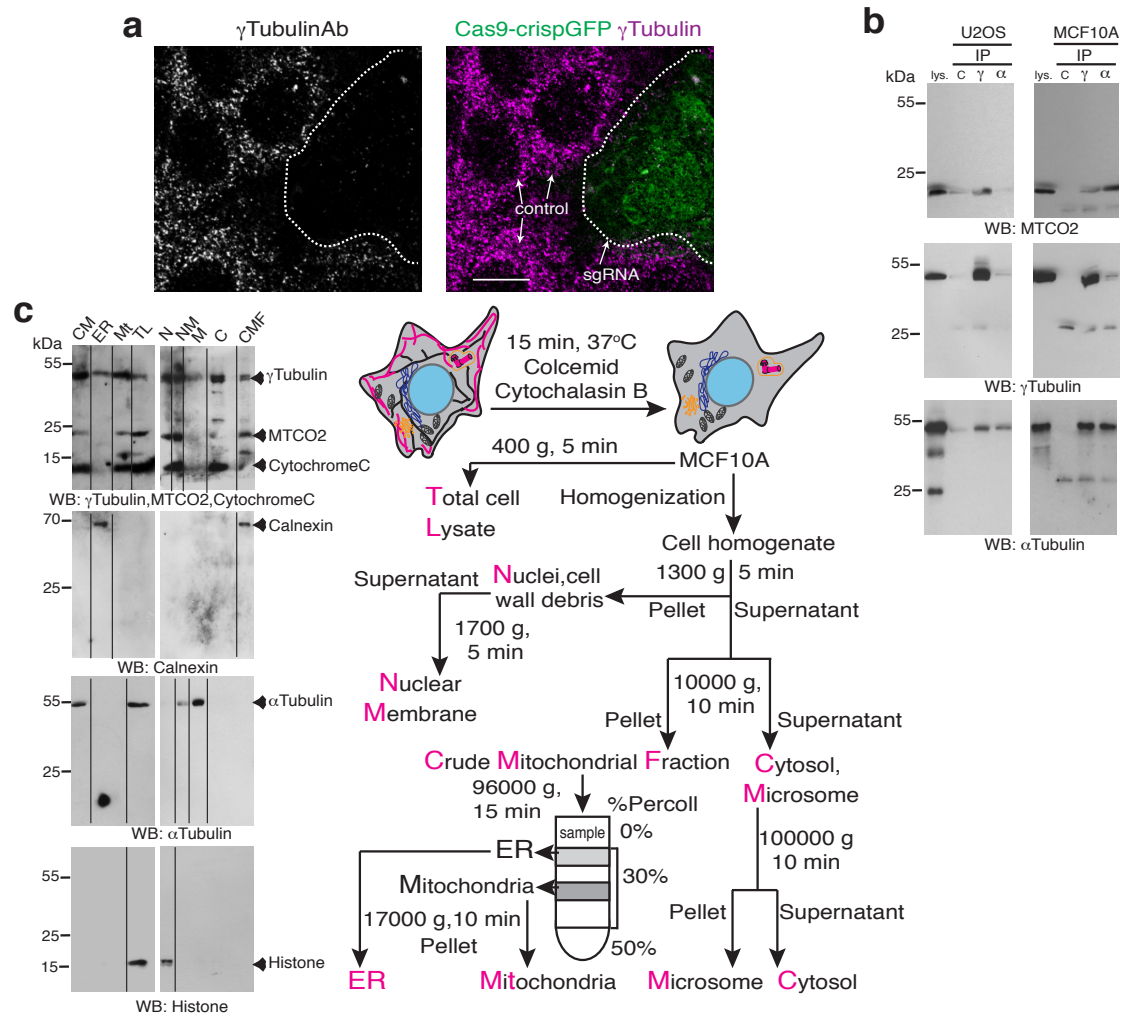

**Supplementary Figure 3: Endogenous  $\gamma$ -tubulin associates with mitochondria.** **(a)** Confocal fluorescence microscopy of fixed U2OS cells transiently expressing  $\gamma$ TUBULIN sgRNA (Casp9-crispGFP) that were immunostained with an anti- $\gamma$ -tubulin antibody originated in rabbit ( $\gamma$ TubulinAb, red;  $N = 6$ ). **(b)** U2OS and MCF10A cells ( $20 \times 10^6$  cells) were lysed and divided into three samples. Each sample was subjected to immunoprecipitations (IP) with an anti- $\gamma$ -tubulin ( $\gamma$ ) originated in mouse, an anti- $\alpha$ -tubulin ( $\alpha$ ) or an anti-GFP (C) antibody, as indicated, and developed by WB with antibodies against MTCO2,  $\gamma$ -tubulin (originated in rabbit) and  $\alpha$ -tubulin. A total lysate was run as control (lys.) ( $N = 4$ ). **(c)** Cells ( $20 \times 10^6$ ) were biochemically divided into the following cell fractions: cytosol/microsome (CM), endoplasmic reticulum (ER), mitochondria (Mt), total cell lysate (TL), nuclei and cell debris (N), nuclear membrane (NM), microsome (M), cytosol (C), and crude mitochondria fraction (CMF). Each fraction was examined by WB with first a mixture of an anti- $\gamma$ -tubulin (originated in rabbit), an anti-MTCO2 (mitochondrial marker), and anti-cytochrome c (mitochondrial marker), followed by an anti-calnexin (ER), an anti- $\alpha$ -tubulin and anti-histone antibody ( $N = 4$ ). Note that endogenous  $\gamma$ -tubulin is associated with the mitochondrial fraction. Flow scheme of the performed biochemical fractionation. The acronyms of the analysed fractions are labelled in magenta.

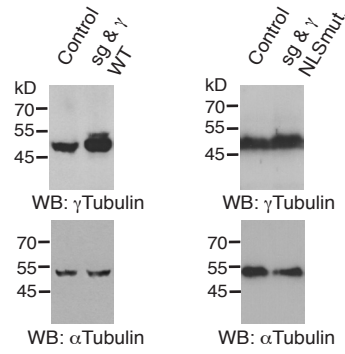

**Supplementary Figure 4: Expression levels of various recombinant single-guided resistant proteins in U2OS cells.** The expression of endogenous  $\gamma$ -tubulin (Control) and of the recombinant  $\gamma$ -tubulin<sub>sgresist.</sub> (sg &  $\gamma$  WT) and  $\gamma$ -tubulin<sup>399-400-409</sup><sub>sgresist.</sub> (sg &  $\gamma$  NLSmut.) proteins were analysed by WB in the total lysate from U2OS and U2OS cells stably expressing  $\gamma$ TUBULIN sgRNA and co-expressing either  $\gamma$ -tubulin<sub>sgresist.</sub> or  $\gamma$ -tubulin<sup>399-400-409</sup><sub>sgresist.</sub> with an anti- $\gamma$ -tubulin antibody originated in mouse. An  $\alpha$ -tubulin loading control is shown ( $N = 3$ ).

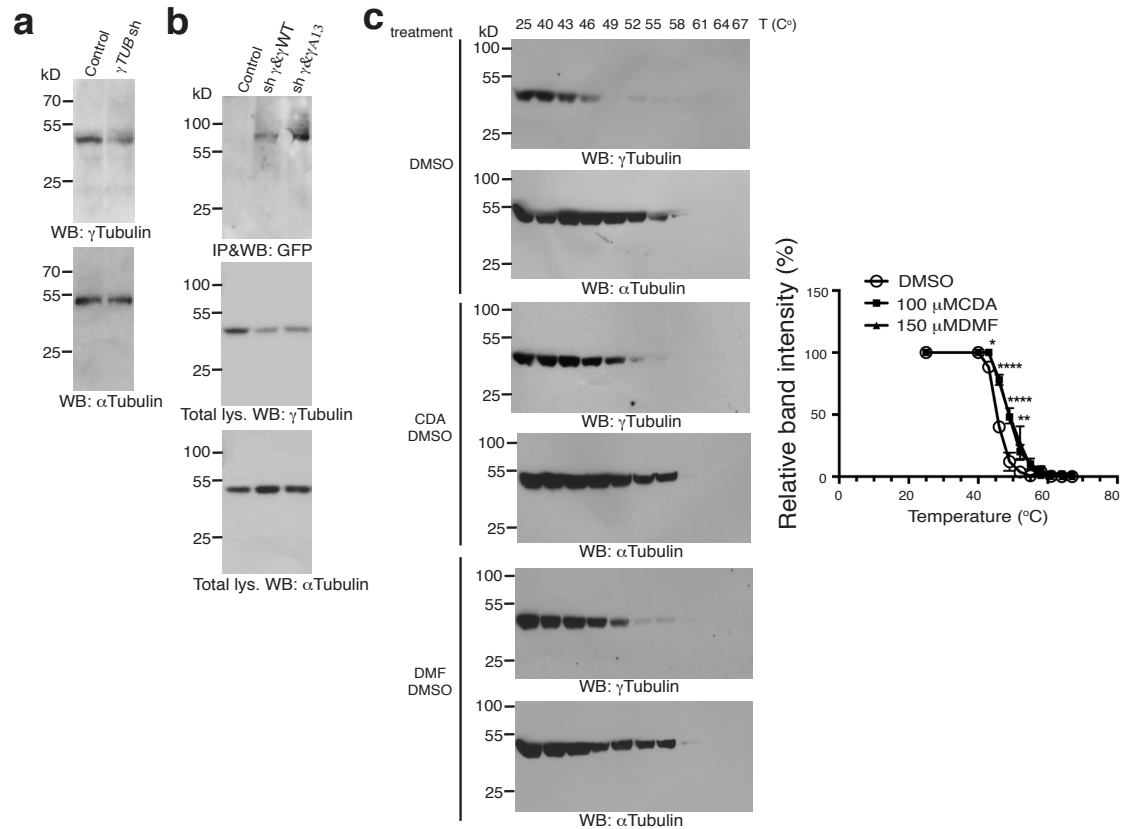

**Supplementary Figure 5: CDA and DMF bind to  $\gamma$ -tubulin.** (a) Total lysate of U2OS (Control) and of U2OS cells that stably expressed  $\gamma$ TUBULIN shRNA ( $\gamma$ TUB sh) were analysed by western blotting (WB) with an anti- $\gamma$ -tubulin antibody. An  $\alpha$ -tubulin loading control is shown ( $N = 6$ ). (b) U2OS or U2OS cells stably expressing  $\gamma$ TUBULIN-shRNA (sh  $\gamma$ ) and either GFP- $\gamma$ -tubulin<sub>resist</sub> ( $\gamma$ WT) or A<sup>13</sup>-GFP- $\gamma$ -tubulin<sub>resist</sub> ( $\gamma$ A13), as indicated, were lysed. Each sample was subjected to immunoprecipitation (IP) and detected by western blotting (WB) with an anti-GFP antibody (GFP). Part of the lysate used for the immunoprecipitations was run as loading control (Total lys.) and the loading was analysed with an anti- $\alpha$ -tubulin antibody. (c) The cellular thermodynamic stabilization of  $\gamma$ -tubulin upon ligand binding were measured after 1 h pre-treatment of Y79 cells with DMSO, 100  $\mu$ M CDA or 150  $\mu$ M dimethyl fumarate (DMF). After heat-treatment of the pretreated Y79 cells, ligand-binding alterations in the heat-induced precipitation of  $\gamma$ -tubulin were monitored by western blotting analysis of total cell lysates with an anti- $\gamma$ -tubulin antibody. To demonstrate the specific binding of CDA and DMF to  $\gamma$ -tubulin, an anti- $\alpha$ -tubulin antibody was used as control to show that the protein levels of  $\alpha$ -tubulin were affected by neither CDA nor DMF pre-treatment, as indicated. Graph shows changes in the amount of cytosolic  $\gamma$ -tubulin after heat-induced precipitation as measured by densitometric analysis of the  $\gamma$ -tubulin protein content in the western blots membranes. Variations in the cytosolic protein levels of  $\gamma$ -tubulin were relative to the control (25 °C) that was set as 100 % ( $N = 3$ ).

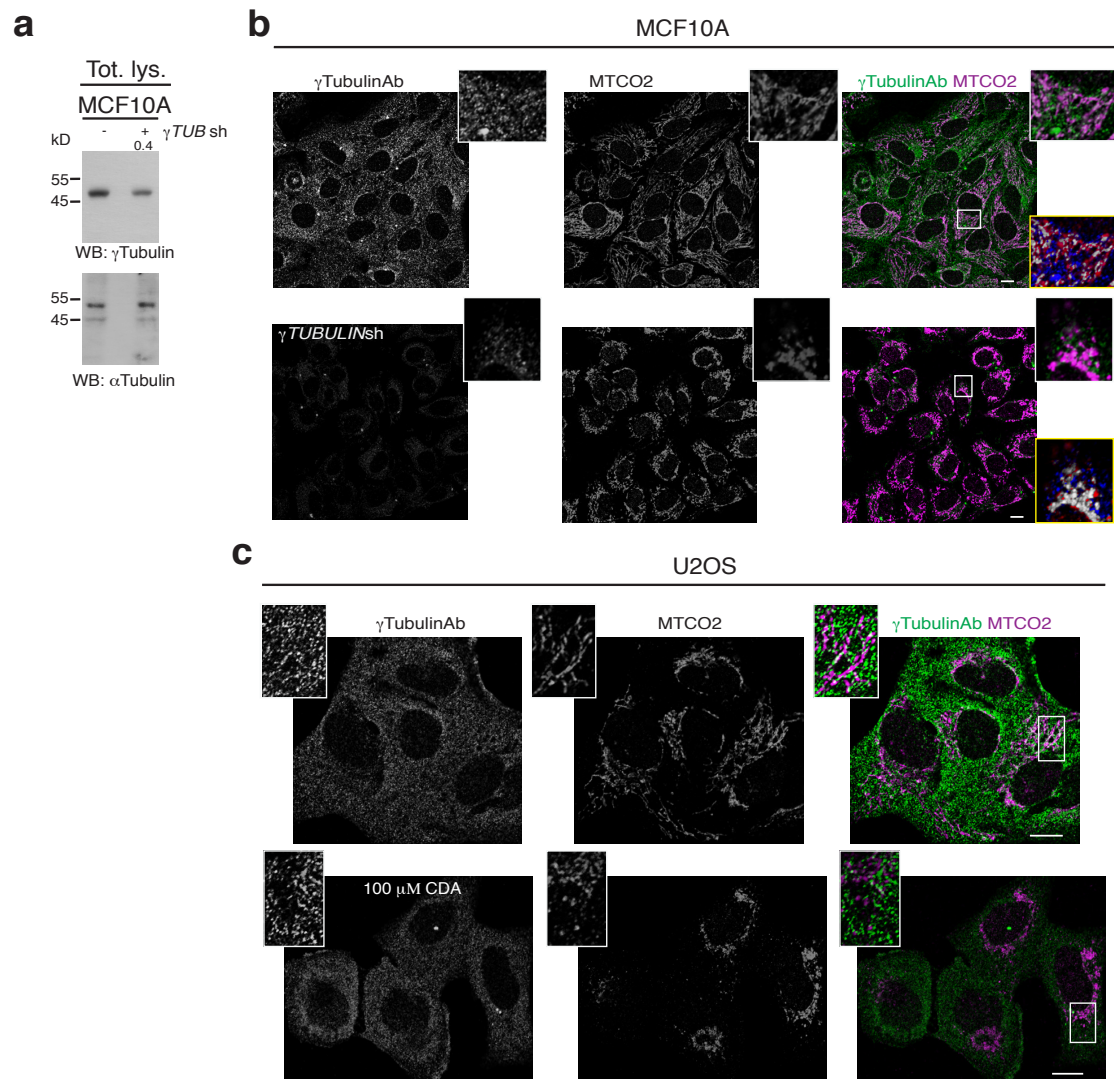

**Supplementary Figure 6. Endogenous  $\gamma$ -tubulin structures the mitochondrial network.** (a) Total lysate (Tot. lys.) of MCF10A cells that stably expressed  $\gamma TUBULIN$  shRNA ( $\gamma TUB$  sh) were analysed by western blotting (WB) with an anti- $\gamma$ -tubulin antibody. An  $\alpha$ -tubulin loading control is shown ( $N = 3$ ). Numbers on WBs indicate the level of depletion of  $\gamma$ -tubulin in the extracts relative to control. To adjust for differences in protein loading, the protein concentration of  $\gamma$ -tubulin was determined by its ratio with  $\alpha$ -tubulin for each sample. The protein ratio in control extracts was set to 1. (b) Confocal fluorescence microscopy of fixed MCF10A and  $\gamma TUBULIN$ -shRNA-MCF10A cells. The fluorescence images show representative images of immunostained cells with an anti- $\gamma$ -tubulin antibody, which recognized endogenous  $\gamma$ -tubulin ( $\gamma$ TubulinAb), and an anti-MTCO2 antibody, as indicated. The yellow boxes show colocalization pixel-maps (CM) of the red and green (blue) channels of the magnified area displayed in the inset. White areas denote colocalized pixels between channels. (c) Representative confocal fluorescence images of the effect of CDA on the mitochondrial network of fixed U2OS cells after 2 h treatment (bottom) compared to non-treated mitochondrial network (top). U2OS cells were immunostained with an anti- $\gamma$ -tubulin originated in mouse and an anti-MTCO2, as indicated. (b,c) The white boxes show the magnified areas displayed in the insets ( $N = 3$ ). Scale bars are 10  $\mu$ m in images.

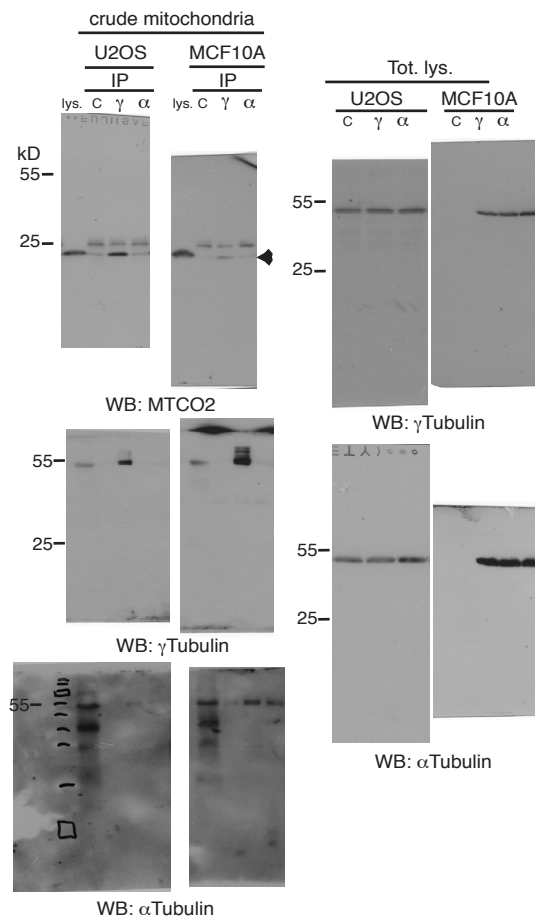

**Supplementary Figure 7.** Unedited western blots presented in **Figure 3c**. For more information see the main text.

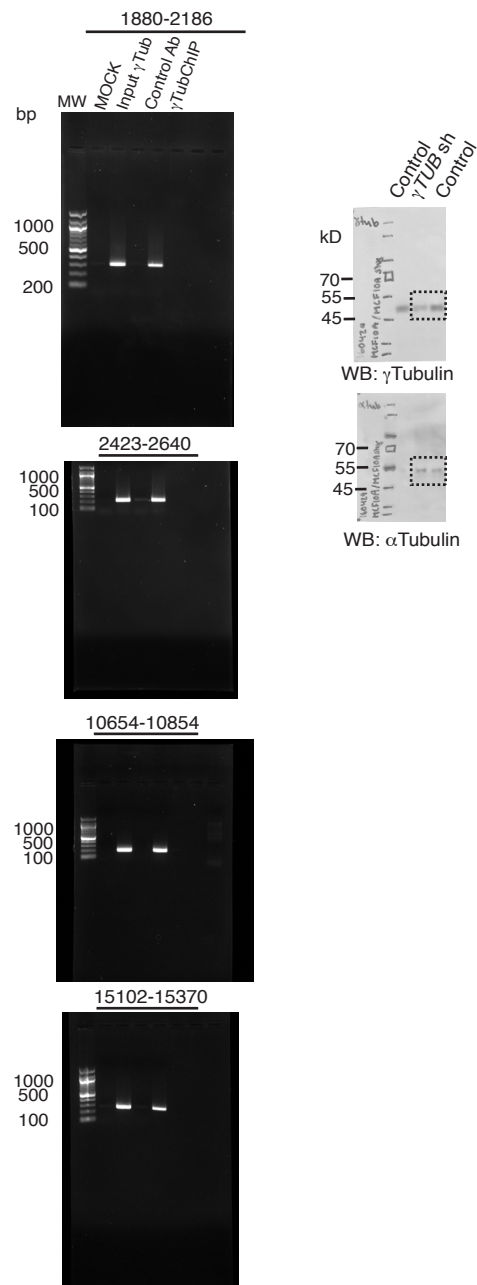

**Supplementary Figure 8.** Unedited gels and western blots shown in **Figure 4b** and **4c**, respectively. The black boxes display the samples shown in **Figure 4c**. For more information see the main text.

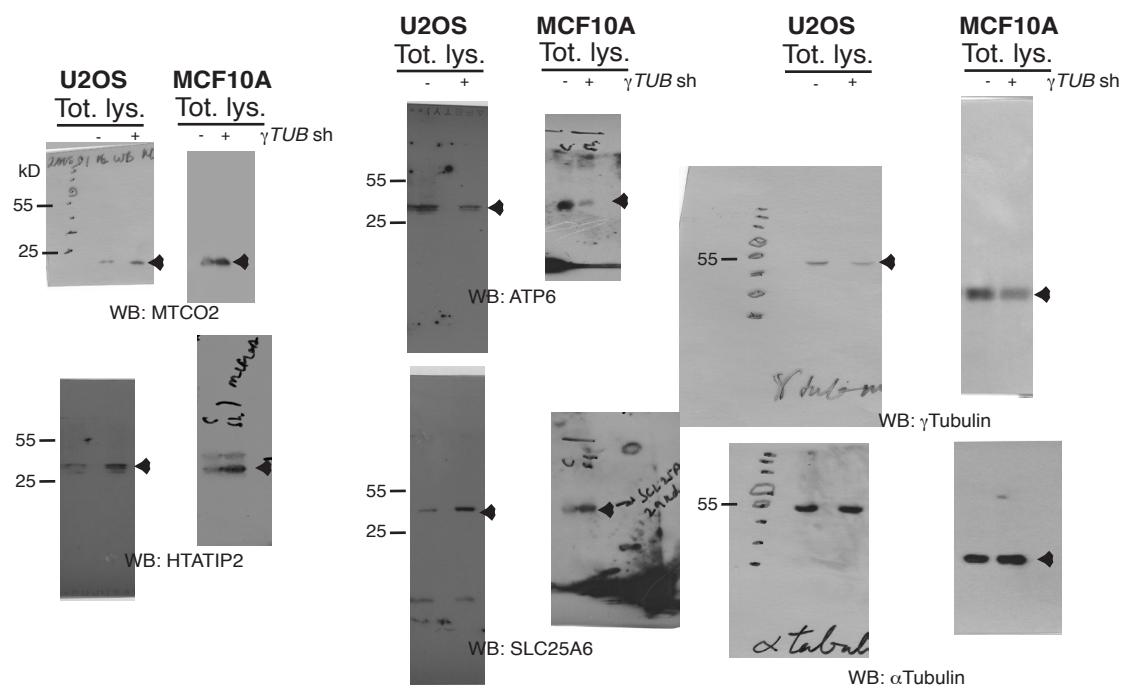

**Supplementary Figure 9.** Unedited western blots presented in **Figure 5b**. For more information see the main text.

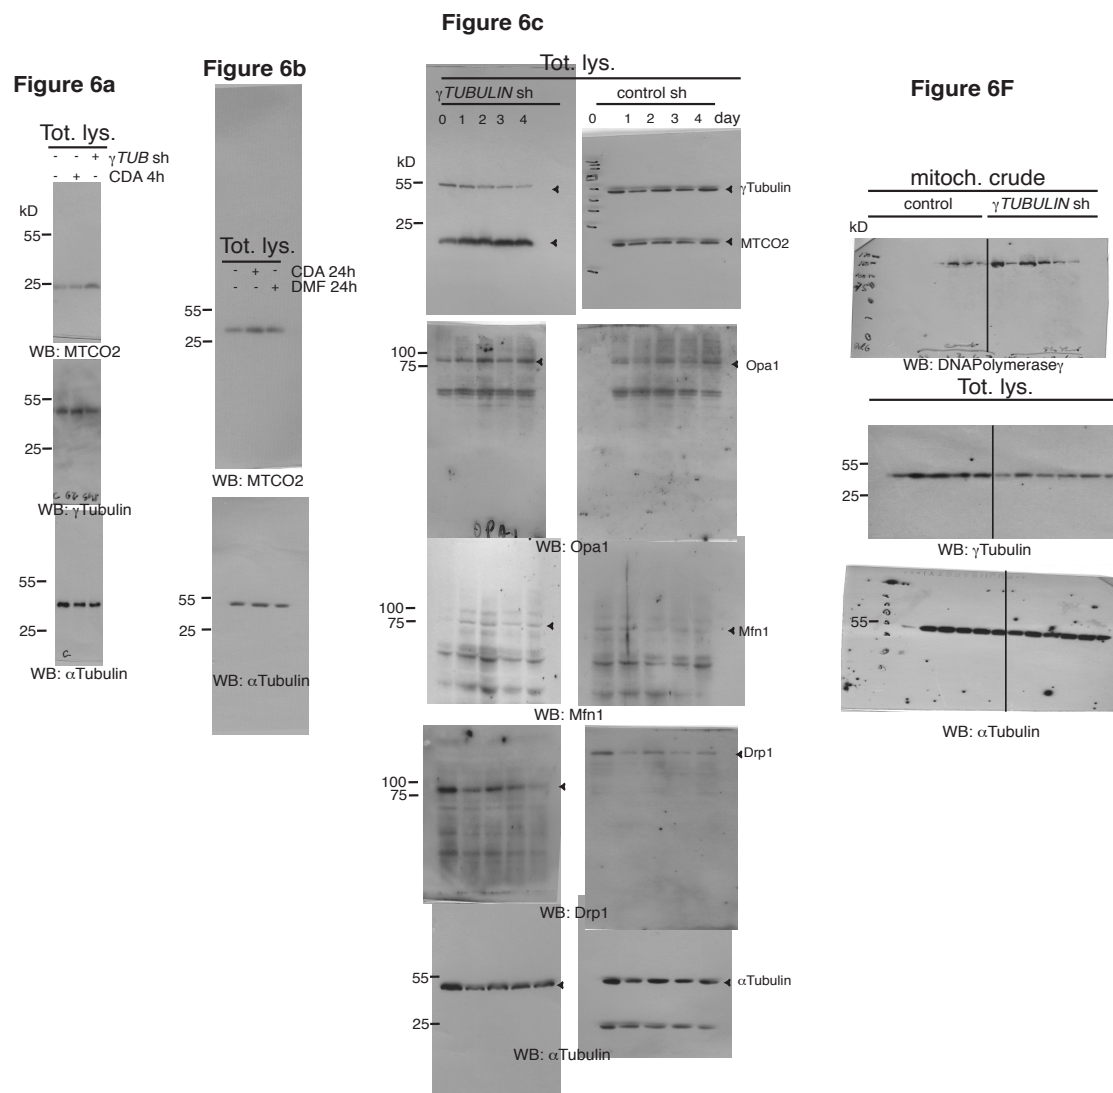

**Supplementary Figure 10.** Unedited western blots presented in **Figure 6a**, **6b**, **6c**, and **6f**, as indicated. For more information see the main text.

# Supplementary material for: The GTPase domain of gamma-tubulin is required for normal mitochondrial function and spatial organization
**Source:** Commun Biol. 2018 May 3;1:37. doi: 10.1038/s42003-018-0037-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Detailed listing of all genes included in the 59 gene-sets containing mitochondrial-regulating gene signatures.

How the deposited data were processed for this re-analysis (not part of the article)

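γ-Tubulin ChIP-seq was analysed in MCF10A and γTubulinsh-MCF10A cells 1 h and 2 h after release from a double thymidine block, with 2 ChIP libraries and 2 whole cell extract libraries in each of the 4 conditions, 16 libraries in all. The authors sequenced on the Ion Proton, mapped reads with Bowtie while keeping reads with a unique position, added the mitochondrial genome of Ensembl to the reference, and called peaks with MACS2. The deposited lists, 1 per condition, were made from both ChIP libraries of that condition together. Fig. 4f names the build as hg19, and positions are given in it, counted from 1. The mitochondrial sequence was the one of Ensembl according to the methods.

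Each list is in the format of the MACS2 peak caller. The deposited score is 10 times the −log10 q-value, cut to a whole number, in every peak. The fold enrichment was computed by the authors at the summit as a ratio of the ChIP pileup to the local control background, each with 1 added. The −log10 p-value and −log10 q-value are the authors' too. The deposited summit position is counted from the start of the peak. The methods name the differential peak tool of MACS2 with a minimum length of 200 bp, but the lists have the columns of peak calls against a control, hold peaks from 106 bp, and gave whole pileups in 100% of peaks under the formulas for such calls, so they were read as peak calls against the control. Fold enrichments and q-values were used to describe peaks within a list, and not compared between lists as amounts of binding. Scores were also used across lists, to rank the peaks found in all 4 lists by their lowest score and, as alternatives, to count the peaks of each list above the same score.

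Peaks were counted outside and on mtDNA, and the bases under mtDNA peaks were counted once each. Peaks named in the text were chosen by a rule set before the data were examined: every mtDNA peak, the 5 nuclear peaks with the highest score in each list, and the nuclear peaks found in all 4 lists, of which the 10 with the highest minimum score could be named; the text names some of these, and names other clusters after their values were seen. Nuclear lists were compared in 6 pairs by overlap of at least 1 bp, with 10000 circular shifts of the shorter list along each chromosome, a one-sided p and Benjamini-Hochberg adjustment. The largest peak end over the 4 lists stood for the length of each chromosome. On simulated clustered lists that were unrelated, 3% of tests gave p of 0.05 or less, and 100% did when 20% of the peaks were planted in both lists (200 simulated pairs, 200 shifts each). Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

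The read depth is not given in the lists. The ChIP pileup and control background at each summit were solved from the fold enrichment and the Poisson p-value, under the formulas of MACS2. The pileup divided by the scale of its list lay within 0.02 of a whole number in all 2962 peaks. Tested on simulated peaks with whole pileups, the procedure returned the right pileup in 100% of peaks for each of the 4 list sizes. All simulated control backgrounds were below those of the mtDNA peaks (88.1 to 173 reads). The simulated fold enrichments were above those of most mtDNA peaks. The recovery was therefore not tested at values like those of mtDNA. The lowest control background of a list, shared by 21 peaks of MCF10A cells at 1 h, 4 of γTubulinsh-MCF10A cells at 1 h, 25 of MCF10A cells at 2 h and 6 of γTubulinsh-MCF10A cells at 2 h, was taken as its genome background. Divided by the length of the shortest peak of the list and by its scale, it gives the ChIP reads kept per bp of the genome size used in peak calling, which was taken as equal for the 4 lists. The shortest peak stood for the fragment length of the peak caller. These steps rest on how MACS2 computes its values and on its default settings, which the paper's text does not list for these peaks.

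Alternatives set before the data were examined were scores at or above the median or the 75th percentile of the pooled lists, a minimum length of 400 bp, merging of peaks within 1000 bp, chromosomes 1 to 22, X and Y alone, clusters within 100000 bp, other definitions of overlap, and independent random placement. No gene annotation or sequence of hg19 was used here, so genes under the peaks, the place of peaks relative to genes and matches to mtDNA in the nuclear genome were not analysed. The reads of the single libraries were not analysed here, and with 1 list per condition no replicate error, replicate left out in turn or test between conditions is given. RNA-seq was not analysed here.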

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

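All tests of explanations in this part were chosen only after the results were seen. The clusters present in 1 list alone were picked by a rule set after their values were seen (at least 5 peaks of 1 list and none of another within the cluster).

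The number of peaks moved in opposite directions in the cell populations between 1 h and 2 h. Nuclear peaks rose by 496 in MCF10A cells and fell by 209 in γTubulinsh-MCF10A cells, while mtDNA peaks rose by 16 and fell by 3. The difference was not tested, since each condition has 1 list. A lower depth at 2 h is argued against as the cause of the fall in γTubulinsh-MCF10A cells, because the recovered number of ChIP reads kept was 1.26 times that at 1 h. In MCF10A cells it was 1.11 times that at 1 h, in the direction of the rise, so depth and time after release cannot be told apart there: with a single list at each time, no peak calling at equal depth could be compared. For nuclear peaks the rise in MCF10A cells also turned into a fall, from 299 to 259, when peaks within 100000 bp of each other counted as 1 cluster. Under that setting γTubulinsh-MCF10A cells went from 92 to 37 clusters. The rise in MCF10A cells was kept under the other 6 settings. These include the reported lists and chromosomes 1 to 22, X and Y alone, which removed no nuclear peak. For mtDNA, merging peaks within 1000 bp left 3 peaks at both times in γTubulinsh-MCF10A cells, and scores at or above the 75th percentile of the pooled lists left 0 at both. The paper raises a change in γ-tubulin dynamics during S-phase only for the mtDNA found at 1 h in γTubulinsh-MCF10A and not in MCF10A cells. Whether such a change bears on the opposite directions seen here stays open and was not tested.

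On chromosome 8, 63 peaks from 128003899 to 128560162 and 35 peaks from 129174786 to 129210624 were listed for MCF10A cells at 2 h, and no peak in these clusters for the other conditions. They are 6.40% of the nuclear peaks of that list, with fold enrichments between 1.73 and 4.39. The paper does not discuss them. The control background at their summits had a median of 11.7 times the genome background and was nowhere below 5.25 times, so the whole cell extract also held more DNA from these places. This is consistent with a sequence present in more copies in the libraries than in the reference, such as an amplified region. It leaves open why the ChIP exceeded the control and why only 1 list shows it, since the control background of the other lists is not known where they have no peak.

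On chromosome 17 from 40764958 to 40818256, 6 peaks were listed for γTubulinsh-MCF10A cells at 2 h alone, with fold enrichments from 7.88 to 15.2, the latter being the highest of that list. The control background at their summits was 1.20 times the genome background (median), which argues against extra copies of this sequence in the cells, since these would appear in the whole cell extract as well. Binding in these cells and DNA present only in the ChIP libraries stay open, and neither was tested.

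The other clusters in 1 list alone all belonged to MCF10A cells at 2 h. They were 14 peaks on chromosome 22 from 16848269 to 16862476, 7 peaks on chromosome 5 from 46333251 to 46392863, 6 peaks on chromosome 5 from 3893652 to 3974971 and 5 peaks on chromosome 4 from 68264236 to 68266763. The median control background at their summits was 3.14, 2.10, 11.5 and 13.1 times the genome background. No explanation was tested for these clusters.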

How the results depend on the processing

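No test in this part was chosen after the results were seen. No paired analysis was possible because each list used here pools both libraries of its condition and no result here comes from a test across samples. For the same reason leaving out a replicate was not run. The alternatives that need a sequence or annotation of the build (nuclear peaks without a match to mtDNA, and the place of peaks relative to genes) were not run either.

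The number of nuclear peaks was higher in MCF10A than in γTubulinsh-MCF10A cells at 1 h and at 2 h under all 7 settings, the reported one included. Numbers follow in the order MCF10A 1 h, γTubulinsh-MCF10A 1 h, MCF10A 2 h and γTubulinsh-MCF10A 2 h. Scores at or above the median of the pooled lists left 523, 78, 856 and 30 nuclear peaks, scores at or above the 75th percentile left 230, 26, 470 and 13, and a minimum length of 400 bp left 65, 7, 199 and 4. These settings remove peaks by construction. Merging within 1000 bp gave 554, 196, 683 and 61. Counting peaks within 100000 bp as 1 cluster gave 299, 92, 259 and 37, so the rise from 1 h to 2 h in MCF10A cells was replaced by a fall under this setting, and under no other of the 7. Chromosomes 1 to 22, X and Y held every nuclear peak, so this setting gave the reported numbers and could not change the order.

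The number of mtDNA peaks was 0 in MCF10A cells at 1 h under all settings, by construction, since each setting only filters or merges listed peaks. In γTubulinsh-MCF10A cells at 1 h, MCF10A cells at 2 h and γTubulinsh-MCF10A cells at 2 h, it was 2, 11 and 0 with scores at or above the pooled median, 0, 3 and 0 with scores at or above the 75th percentile, 2, 10 and 0 with a minimum length of 400 bp, and 3, 3 and 3 with merging within 1000 bp. MCF10A cells thus had more mtDNA peaks at 2 h under 4 of the 5 settings, and an equal number when peaks were merged; the MCF10A peaks lie close together and join. In the same order, mtDNA bases under peaks went from 2146, 10591 and 835 to 929, 9235 and 0 with the pooled median of the score, to 0, 2727 and 0 with the 75th percentile, and to 929, 9086 and 0 with a minimum length of 400 bp.

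The overlap of nuclear lists was above chance in all 6 pairs under all 5 alternatives, with an adjusted p of 0.0001 each time, the smallest that 10000 shifts or placements can give, so this p cannot show a change in strength. Shifts and placements alike take no account of the control background. Lists gathered at the same places with a high control could pass them all, so this p does not show shared sites of γ-tubulin binding. The number shared did depend on the definition. With an overlap of at least 50% of both peaks, the number shared with MCF10A cells at the same time went from 212 to 132 of the 288 peaks of γTubulinsh-MCF10A cells at 1 h and from 52 to 20 of their 79 peaks at 2 h. Between 1 h and 2 h it went from 746 to 527 of 1035 in MCF10A cells and from 41 to 29 of 79 in γTubulinsh-MCF10A cells. Across cells and times, it went from 225 to 81 of the 288 peaks of γTubulinsh-MCF10A cells at 1 h for MCF10A cells at 2 h, and from 36 to 18 of their 79 peaks at 2 h for MCF10A cells at 1 h. The number of reads behind each list limits how small an enrichment can be called, and a place without a peak is not shown to be free of γ-tubulin.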

Differences from the paper's values

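The paper's methods give a minimum length of 200 bp for differential peaks. They give it for the differential peak tool of MACS2, while the deposited lists have the columns and values of its peak calls against a control and are not the output of that tool with the stated minimum length. The shortest peak was 110 bp in the list of MCF10A cells at 1 h, 106 bp in γTubulinsh-MCF10A cells at 1 h, 120 bp in MCF10A cells at 2 h and 115 bp in γTubulinsh-MCF10A cells at 2 h. Peaks under 200 bp made up 72.8%, 79.1%, 57.5% and 82.1% of these lists. None of the alternatives set before the data were examined that apply to single lists closed the gap. With scores at or above the median of the pooled lists the shortest peaks were 110, 106, 120 and 117 bp, and with scores at or above the 75th percentile 110, 106, 120 and 123 bp. Merging peaks within 1000 bp or 100000 bp, or keeping chromosomes 1 to 22, X and Y alone, left the shortest lengths as they were. A minimum length of 400 bp sets the shortest peak by construction.

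The paper states that the number of peaks on genomic and mitochondrial DNA increased as cells progressed through S-phase, without naming the cell population. Both numbers rose in MCF10A cells, from 1035 to 1531 and from 0 to 16, and both fell in γTubulinsh-MCF10A cells, from 288 to 79 and from 8 to 5. The bars of Fig. 4d, e have the same directions.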

Other observations

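All tests of explanations in this part were chosen only after the results were seen.

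At 2 h the list of γTubulinsh-MCF10A cells had fewer nuclear peaks than that of MCF10A cells, although the recovered number of ChIP reads kept was 1.08 times as high. This argues against a lower depth as the cause of the shorter list at 2 h. At 1 h the depth was 0.952 of that in MCF10A cells, in the direction of the shorter list, and its part in the difference cannot be told apart from that of the shRNA with 1 list per condition. Less γ-tubulin on the chromatin, as the paper proposes, and a difference in the quality of the immunoprecipitation stay open; neither was tested.

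No recovered pileup exceeded 2 reads for each base of the shortest peak of its list, a value of 220 in MCF10A cells and 212 in γTubulinsh-MCF10A cells at 1 h, and of 240 and 230 at 2 h. The highest pileups were 219, 211, 240 and 227. Such a cap would follow if at most 1 read was kept per position and strand. The mtDNA summits of MCF10A cells at 2 h lay at a median of 94.2% of the cap, and those of γTubulinsh-MCF10A cells at 96.0% at 1 h and 94.8% at 2 h, while the nuclear medians were 24.1% and 34.0% at 1 h and 18.8% and 23.5% at 2 h. A capped ChIP pileup is therefore a candidate explanation for the low fold enrichment of the mtDNA peaks. Among the 16 mtDNA peaks of MCF10A cells at 2 h the pileup varied 1.24-fold, from 190 to 236, and the control background 1.97-fold, from 88.1 to 173. In γTubulinsh-MCF10A cells the contrast was smaller, 1.28-fold against 1.58-fold at 1 h and 1.16-fold against 1.32-fold at 2 h. In MCF10A cells at 2 h, where mtDNA peaks are called may then depend partly on where the control is low. The duplicate filter and the fragment length are inferred from the peaks. The recovery of pileups was not tested on simulated peaks with control backgrounds as high as those of mtDNA. Whether the same holds for MCF10A cells at 1 h was not tested, since no pileup can be recovered where no peak was called.

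In 3 of the 4 lists at least 50.7% of the nuclear peaks lay in clusters with 10 or more peaks. The control background at these summits had a median of 14.4 times the genome background in MCF10A cells and 30.0 times in γTubulinsh-MCF10A cells at 1 h, and 7.34 times in MCF10A cells at 2 h. The peaks that stood alone had medians of 3.46, 7.73 and 3.67 times. The list of γTubulinsh-MCF10A cells at 2 h went the other way, with 16.9 times at peaks that stood alone and 1.21 times in its cluster of 10 or more. In those 3 lists this is consistent with clusters at sequence present in more copies in the libraries than in the reference, such as repeats, which could not be examined without the genome sequence. Extra copies raise ChIP and control alike, so they would not by themselves give a fold enrichment above 1. Binding of γ-tubulin to such sequence stays open.

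The list of γTubulinsh-MCF10A cells at 2 h had a single cluster of 10 or more peaks, 11 peaks on chromosome 6 from 26055992 to 26271313, with a median control background of 1.21 times the genome background, which argues against extra copies there. The same cluster held 4 peaks of MCF10A cells at 2 h, 1 of γTubulinsh-MCF10A cells at 1 h and 0 of MCF10A cells at 1 h. Of the 79 nuclear peaks of this list, 25 had a control background under 1.5 times the genome background, with a median fold enrichment of 6.62, and 51 had one of 3 times or more, with a median fold enrichment of 2.58. Of the 25, 0 overlapped a peak of MCF10A cells at 1 h, 5 a peak of γTubulinsh-MCF10A cells at 1 h and 5 a peak of MCF10A cells at 2 h. Of the 51, 36, 35 and 46 did. Peaks with a low control background on chromosome 1 from 149813339 to 149859206, 4 in number, were listed for γTubulinsh-MCF10A cells at 2 h alone. No biological explanation was tested for the 25 peaks.

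On chromosome 1 from 564438 to 569483 there were 10 peaks of MCF10A cells at 2 h, 4 of γTubulinsh-MCF10A cells at 1 h and 4 at 2 h, and none of MCF10A cells at 1 h, the list without mtDNA peaks. The median control background at the summits was 61.5 times the genome background in γTubulinsh-MCF10A cells at 1 h and 35.9 times at 2 h, and 21.0 times in MCF10A cells at 2 h. This is consistent with mtDNA reads placed on a nuclear copy of mtDNA. Any repeated sequence would also raise the control, and the sequences were not compared here.

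The mtDNA regions amplified after ChIP in U2OS cells (Fig. 4b), which the paper places at 1880–2186, 2423–2640, 10654–10854 and 15102–15370, were under peaks of MCF10A cells at 2 h for 291 of 307 bp, 218 of 218 bp, 153 of 201 bp and 269 of 269 bp. They were under 0 bp of peaks in MCF10A cells at 1 h and in γTubulinsh-MCF10A cells at either time. The numbering is taken to be the same in both.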
